# Obesity-linked suppression of membrane-bound *O*-acyltransferase 7 (MBOAT7) drives non-alcoholic fatty liver disease

**DOI:** 10.7554/eLife.49882

**Published:** 2019-10-17

**Authors:** Robert N Helsley, Venkateshwari Varadharajan, Amanda L Brown, Anthony D Gromovsky, Rebecca C Schugar, Iyappan Ramachandiran, Kevin Fung, Mohammad Nasser Kabbany, Rakhee Banerjee, Chase K Neumann, Chelsea Finney, Preeti Pathak, Danny Orabi, Lucas J Osborn, William Massey, Renliang Zhang, Anagha Kadam, Brian E Sansbury, Calvin Pan, Jessica Sacks, Richard G Lee, Rosanne M Crooke, Mark J Graham, Madeleine E Lemieux, Valentin Gogonea, John P Kirwan, Daniela S Allende, Mete Civelek, Paul L Fox, Lawrence L Rudel, Aldons J Lusis, Matthew Spite, J Mark Brown

**Keywords:** NAFLD, triacylglycerol, hepatology, Mouse

## Abstract

Recent studies have identified a genetic variant rs641738 near two genes encoding membrane bound *O*-acyltransferase domain-containing 7 (*MBOAT7*) and transmembrane channel-like 4 (*TMC4*) that associate with increased risk of non-alcoholic fatty liver disease (NAFLD), non-alcoholic steatohepatitis (NASH), alcohol-related cirrhosis, and liver fibrosis in those infected with viral hepatitis (Buch et al., 2015; Mancina et al., 2016; Luukkonen et al., 2016; Thabet et al., 2016; Viitasalo et al., 2016; Krawczyk et al., 2017; Thabet et al., 2017). Based on hepatic expression quantitative trait loci analysis, it has been suggested that *MBOAT7* loss of function promotes liver disease progression (Buch et al., 2015; Mancina et al., 2016; Luukkonen et al., 2016; Thabet et al., 2016; Viitasalo et al., 2016; Krawczyk et al., 2017; Thabet et al., 2017), but this has never been formally tested. Here we show that *Mboat7* loss, but not *Tmc4*, in mice is sufficient to promote the progression of NAFLD in the setting of high fat diet. *Mboat7* loss of function is associated with accumulation of its substrate lysophosphatidylinositol (LPI) lipids, and direct administration of LPI promotes hepatic inflammatory and fibrotic transcriptional changes in an *Mboat7*-dependent manner. These studies reveal a novel role for MBOAT7-driven acylation of LPI lipids in suppressing the progression of NAFLD.

## eLife digest

Non-alcoholic fatty liver disease, or NAFLD for short, is a medical condition that develops when the liver accumulates excess fat. It can lead to complications such as diabetes and liver scarring. In humans, mutations that inactivate a protein called MBOAT7 increase the risk of fat accumulating in the liver.

Genetic studies suggest that low levels of MBOAT7 in a human’s liver cells increase the severity of NAFLD. Yet the links between MBOAT7, NAFLD and obesity are not well understood. Helsley et al. used data from humans and from obese mice that had been fed a high-fat diet to investigate the relationship between NAFLD and MBOAT7. This revealed that people who are obese have lower levels of MBOAT7 in their livers. Next, obese mice were genetically manipulated to produce less MBOAT7, which led them to develop more severe NAFLD.

Helsley et al. then grew human liver cells in the laboratory and lowered their levels of MBOAT7, which led to excess fat accumulating in the cells. This increase in fat accumulation was, at least in part, due to how these cells metabolize fats when MBOAT7 is reduced: they start making more new fats and consume fewer lipids to produce energy.

These findings provide a link between obesity and liver damage in both humans and mice, and show how a decrease in MBOAT7 levels causes changes in fat metabolism that could lead to NAFLD. The results could drive new approaches to treating liver damage in patients with mutations in the gene that codes for MBOAT7.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is an increasingly common condition that affects roughly one-third of adults in the United States (Cohen et al., 2011; Machado and Diehl, 2016; Rinella and Sanyal, 2016; Wree et al., 2013). The expansion of adipose tissue in obese individuals is strongly associated with the development of NAFLD, yet mechanisms linking obesity to NAFLD and more advanced forms of liver disease such as NASH and cirrhosis are not well understood (Cohen et al., 2011; Machado and Diehl, 2016; Rinella and Sanyal, 2016; Wree et al., 2013). Genome-wide association studies (GWAS) provide a powerful unbiased tool to identify new genes and pathways that are involved in human disease, allowing for pinpoint accuracy in identification of new drug targets. This is exemplified by the recent success story of human genetic studies leading to rapid development of monoclonal antibodies targeting proprotein convertase subtilisin/kexin type 9 (PCSK9) for hyperlipidemia and cardiovascular disease (Hess et al., 2018). Within the last two years, several independent GWAS studies have identified a liver disease susceptibility locus (rs641738) within a linkage-disequilibrium block that contains genes encoding *MBOAT7* and *TMC4* (Buch et al., 2015; Mancina et al., 2016; Luukkonen et al., 2016; International Liver Disease Genetics Consortium et al., 2016; Viitasalo et al., 2016; Krawczyk et al., 2017; Thabet et al., 2017). Strikingly, the rs641738 variant is associated with all major forms of liver injury including NAFLD, alcoholic-liver disease (ALD), and viral hepatitis-induced fibrosis (Buch et al., 2015; Mancina et al., 2016; Luukkonen et al., 2016; International Liver Disease Genetics Consortium et al., 2016; Viitasalo et al., 2016; Krawczyk et al., 2017; Thabet et al., 2017). The rs641738 variant is associated with a C > T missense single nucleotide polymorphism (SNP) within the first exon the *TMC4* gene, yet available data suggest that *TMC4* is not abundantly expressed in human liver (Mancina et al., 2016). Based on eQTL studies in the liver it has been suggested that instead reduced expression and activity of *MBOAT7* may be mechanistically linked to liver disease progression (Mancina et al., 2016; Luukkonen et al., 2016; International Liver Disease Genetics Consortium et al., 2016; Viitasalo et al., 2016; Krawczyk et al., 2017; Thabet et al., 2017).

The *MBOAT7* gene encodes an acyltransferase enzyme that specifically esterifies arachidonyl-CoA to lysophosphatidylinositol (LPI) to generate the predominant molecular species of phosphatidylinositol (PI) in cell membranes (38:4) (Gijón et al., 2008; Zarini et al., 2014; Lee et al., 2012; Anderson et al., 2013). Given this biochemical activity, MBOAT7 is a unique contributor to the Lands’ cycle, which is a series of phospholipase-driven deacylation and lysophospholipid acyltransferase-driven reacylation reactions that synergize to alter phospholipid fatty acid composition, creating membrane asymmetry and diversity (Shindou and Shimizu, 2009; Shindou et al., 2009). It is important to note that MBOAT7, unlike other lysophospholipid acyltransferases, only diversifies the fatty acid composition of membrane PI species and not phospholipids with other head groups (Gijón et al., 2008; Zarini et al., 2014; Lee et al., 2012; Anderson et al., 2013). Despite recent progress in characterizing the selective biochemistry of MBOAT7 (Gijón et al., 2008), and the clear genetic links to liver disease (Buch et al., 2015; Mancina et al., 2016; Luukkonen et al., 2016; International Liver Disease Genetics Consortium et al., 2016; Viitasalo et al., 2016; Krawczyk et al., 2017; Thabet et al., 2017), there is no information regarding how MBOAT7 activity or its substrate (LPI) or product (PI) lipids impact liver disease progression. Here, we demonstrate that MBOAT7 expression is suppressed in obese humans and rodents. Furthermore, we show that *Mboat7*, but not *Tmc4*, loss of function in mice is sufficient to drive NAFLD progression, and show that *Mboat7* substrate lipids (LPIs) may be critical mediators of obesity-linked liver disease progression.

## Results

### *MBOAT7* expression is suppressed in obese humans and rodents

NAFLD progression is commonly associated with obesity, and it has even been suggested that obesity is a causative factor in the pathogenesis of NAFLD (Younossi et al., 2018). Although, there is now strong support that the common *MBOAT7* SNP (rs641738) is associated with NAFLD, it is not known whether *MBOAT7* expression is significantly altered in obese people. To investigate this, we obtained wedge liver biopsies from sequentially consenting obese bariatric surgery patients and normal weight controls (Schugar et al., 2017), and examined the expression levels of *MBOAT7* mRNA. We found that hepatic *MBOAT7* expression was dramatically reduced in obese people, when compared to normal weight controls (Figure 1A). It is important to note that this striking reduction in *MBOAT7* expression was not due to presence of the rs641738 *MBOAT7* SNP, as we found the minor allele frequency was quite similar in lean, obese, and severely obese subjects (Figure 1A). To follow up on our findings in human obesity, we also examined hepatic expression levels of *Mboat7* in obese leptin-deficient mice and high fat diet-fed rats. *Mboat7* expression was reduced in ob/ob mice compared to lean WT controls (Figure 1B). In agreement, we found that high fat diet-induced obesity in Sprague-Dawley rats was also associated with significant reductions in hepatic *Mboat7* expression (Figure 1C). Collectively, these results demonstrate that hepatic expression of *MBOAT7* is suppressed in obese humans and rodents.

**Figure 1.**
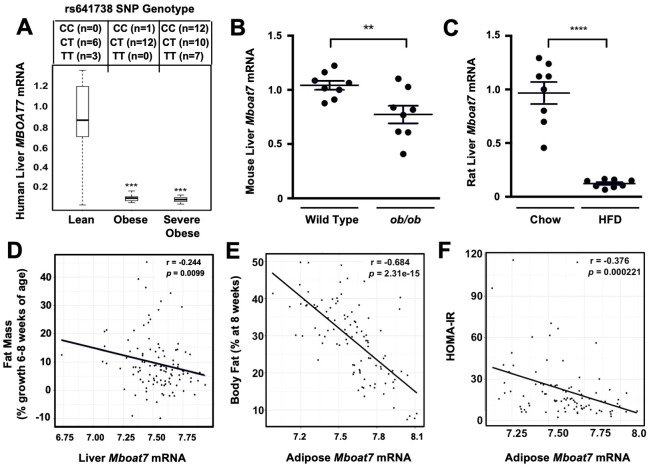
Obesity suppress MBOAT7 expression in humans, mice, and rats. (**A**) To investigate the impact human obesity has on MBOAT7 expression, we obtained wedged liver biopsies from sequentially consenting bariatric surgery patients and normal weight controls. We used these biopsies to isolate RNA and measure MBOAT7 expression via qPCR. The data are stratified based on BMI. A total of 52 liver biopsies were analyzed. Lean (BMI <30; n = 10), Obese (30 < BMI > 40; n = 13), and Severely Obese (BMI >40; n = 29) ***p≤0.001 compared to the lean group. Status of the rs641738 SNP is shown in the top inset. (**B**) Liver MBOAT7 expression was measured by QPCR from wild type and *ob*/*ob* mice 16–20 weeks of age (n = 8; **p≤0.01; two-tailed *t*-test; Data are presented as mean ± S.E.M.) (**C**) Liver MBOAT7 expression was measured by QPCR from Sprague Dawley rats fed a low fat or high fat high diet for 24 weeks (n = 8; **p≤0.01; two-tailed *t*-test; Data are presented as mean ± S.E.M.). (**D–F**) We used a systems genetics approach to examine links between MBOAT7 expression and metabolic traits in mice from the hybrid mouse diversity panel (HMDP). To induce obesity, all mouse strains represented in the HMDP were fed an obesity-promoting high fat and high sucrose diet. Across the different strains in the HMDP, we found that the expression of MBOAT7 in adipose tissue was strongly negatively correlated with body fat percentage (**E**), and HOMA-IR (**F**), while liver MBOAT7 expression was also negatively correlated with fat mass (**D**).

Next, we used a systems genetics approach to examine links between *Mboat7* expression and adiposity traits in mice by leveraging data generated using the hybrid mouse diversity panel (HMDP) (Ghazalpour et al., 2012). To induce obesity, all HMDP mouse strains were fed an obesity-promoting high fat and high sucrose diet (Parks et al., 2013). Across the different strains in the HMDP, we found that *Mboat7* expression in the liver was only modestly correlated (r = −0.244, p=0.01) with adiposity (Figure 1D). However, *Mboat7* expression in white adipose tissue (WAT) was strongly negatively correlated (r = −0.68, p=2.3e-15) with both fat pad weight and % body fat in male and female mice (Figure 1E). Given the fact that obesity is commonly associated with insulin resistance and type 2 diabetes mellitus (Cohen et al., 2011; Machado and Diehl, 2016; Rinella and Sanyal, 2016; Younossi et al., 2018), we also examined the relationship between *Mboat7* expression and insulin sensitivity in the HMDP. We found that expression of *Mboat7* in adipose tissue was negatively (r = −0.38, p=0.0002) associated with indices of insulin sensitivity (Figure 1F). Collectively, these data suggest that MBOAT7 may be mechanistically linked to the well-known association between obesity, insulin resistance, and NAFLD progression.

### *Mboat7* loss of function in mice is sufficient to promote NAFLD progression

To test whether MBOAT7 impacts obesity-linked NAFLD progression we utilized an in vivo knockdown approach in high fat diet-fed C57BL/6 mice. Metabolic phenotyping of global *Mboat7*^-/-^ mice has been limited due to the fact that these mice are only viable for several weeks after birth due to the critical role *Mboat7* plays in cortical lamination and neuronal migration in the brain (Lee et al., 2012; Anderson et al., 2013). To overcome this barrier, we have generated second-generation antisense oligonucleotides (ASOs), which predominately target liver, adipose tissue, and cells within the reticuloendothelial system to selectively knock down *Mboat7* expression in adult mice using methods we have previously described (Schugar et al., 2017). This ASO approach allows us to circumvent the postnatal lethality of global *Mboat7* deletion (Lee et al., 2012; Anderson et al., 2013), and permits investigation into obesity-linked liver disease progression with near complete loss of function of *Mboat7* in the liver. *Mboat7* ASO treatment resulted in significant reductions of *Mboat7* mRNA and protein in the liver (Figure 2A), and white adipose tissue (Figure 2—figure supplement 1), without altering *Mboat7* expression in the brain, spleen, heart, or skeletal muscle (Figure 2—figure supplement 2). Although *Mboat7* ASO treatment significantly reduced adipose *Mboat7* expression (Figure 2, Figure 2—figure supplement 1), this was not associated with alterations in body weight (Figure 2B), fat mass (Figure 2—figure supplement 1L), adipose gene expression (Figure 2—figure supplement 1A–K), food intake (Figure 2C), energy expenditure (Figure 2D, and Figure 2—figure supplement 3), or physical activity (Figure 2—figure supplement 3). Despite this lack of phenotypic differences in adipose tissue, *Mboat7* knockdown resulted in large alterations in the liver lipid storage. *Mboat7* ASO treatment promoted an increase in liver weight (Figure 2F) and striking hepatic steatosis in HFD-fed, but not chow-fed mice (Figure 2E,I). Importantly, *Mboat7* ASO-driven hepatic steatosis was consistently seen with two distinct ASOs targeting different regions of the *Mboat7* messenger RNA (Figure 2—figure supplement 4). *Mboat7* ASO-driven hepatic steatosis was characterized by accumulation of triglycerides, free cholesterol, and cholesterol esters only in high fat fed cohorts (Figure 2J–M). Despite these significant alterations in hepatic lipids, *Mboat7* knockdown did not dramatically alter the levels of triglycerides or cholesterol in circulating lipoproteins (Figure 2—figure supplement 5). *Mboat7* knockdown was also associated with hepatocyte injury as indicated by elevated liver enzyme levels (AST and ALT), but this only occurred in high fat-fed mice (Figure 2G,H).

**Figure 2.**
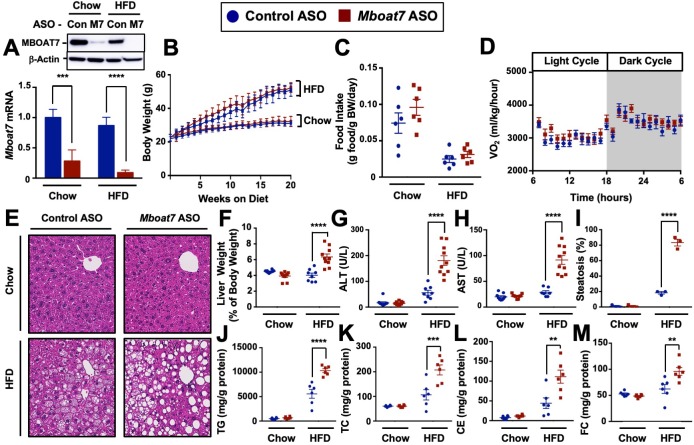
*Mboat7* knockdown promotes hepatic steatosis and worsen liver injury. (**A and B**) C57BL/6 mice were fed chow or HFD with concurrent Control and *Mboat7* ASO Injections at 12.5 mg/kg week for 20 weeks. Liver *Mboat7* expression was measured via qPCR (**A**); n = 8–10; *p≤0.05, ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). The inset show a representative Western blot for hepatic MBOAT7 protein levels, which was replicated in n = 4 mice. (**B**) Body weight was measured weekly. (**C**) Food intake was measured in C57BL/6 mice at 12 weeks of diet and ASO injections (n = 6). (**D**) Oxygen consumption was measured by indirect calorimetry in C57BL/6 mice after 12 weeks of diet and ASO injections (n = 6). (**E**) Representative liver hematoxylin and eosin stained sections. 20x magnification. (**F**) Liver-to-body weight measurements from mice fed Chow and HFD with Control and *Mboat7* ASO Injections for 20 weeks (n = 8–10; ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). (**G and H**) Plasma ALT (**G**) and AST (**H**) levels were measured after 20 weeks of diet feeding and ASO injections (n = 8–10; ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). (**I**) Percent steatosis quantified by a blinded board certified pathologist at the Cleveland Clinic (n = 3; ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). (**J–M**) Hepatic triglycerides (**J**), hepatic cholesterol (**K**), hepatic esterified cholesterol (**L**), and hepatic free cholesterol (**M**) were measured colorimetrically (n = 8–10; **p≤0.01, ***p≤0.001, ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.E.M., unless otherwise noted.

**Figure 2—figure supplement 1.**
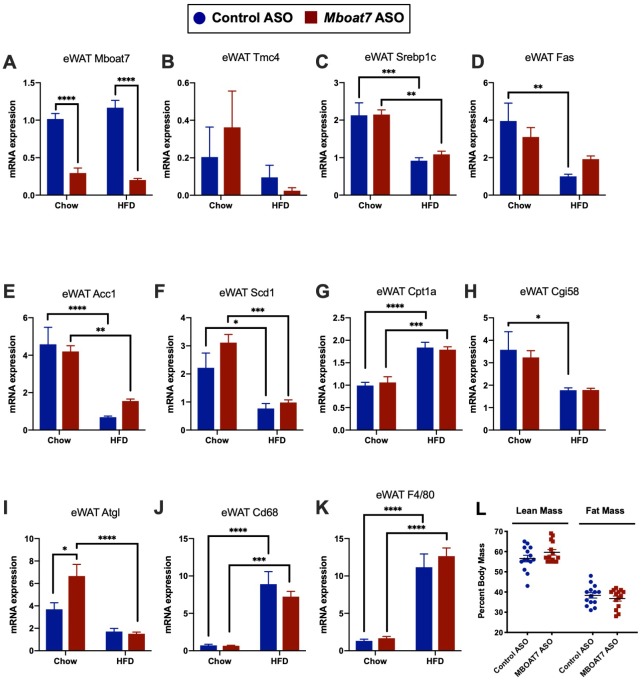
*Mboat7* ASO treatment reduces *Mboat7* expression in white adipose tissue (WAT), but does not dramatically alter WAT gene expression or adiposity. C57BL/6 mice were fed chow or HFD with concurrent Control and *Mboat7* ASO Injections at 12.5 mg/kg week for 20 weeks. Panels (**A–K**): WAT gene expression was measured using qPCR. (**L**) Lean and fat mass were quantified using EchoMRI imaging in HFD-fed mice.

**Figure 2—figure supplement 2.**
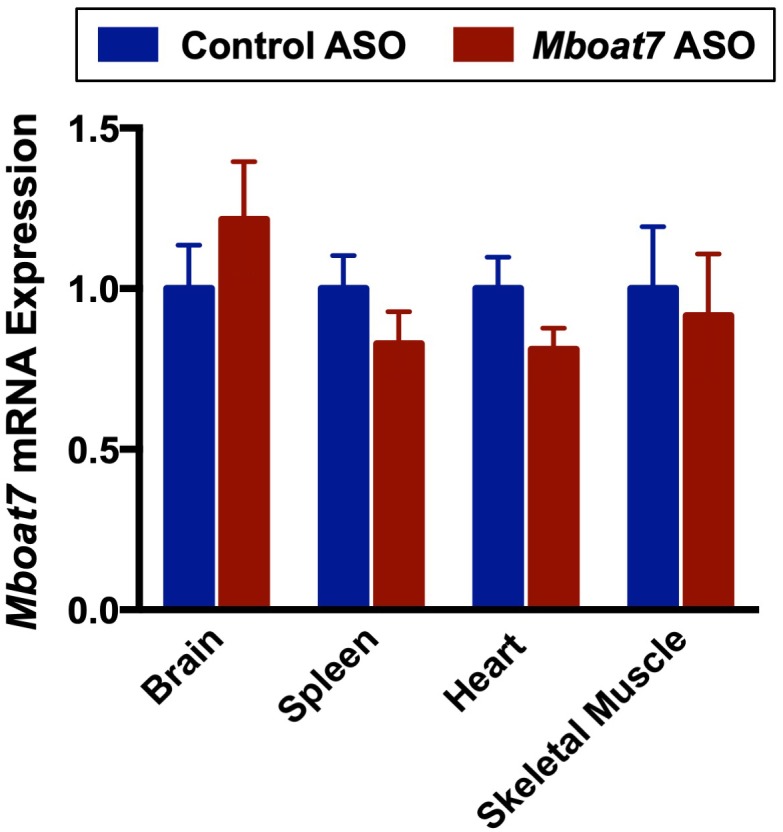
Mboat7 ASO treatment does not alter Mboat7 expression in several extrahepatic tissues. C57BL/6 mice were fed chow with concurrent Control and MBOAT7 ASO Injections at 12.5 mg/kg week for 20 weeks. Brain, spleen, heart, and skeletal muscle MBOAT7 expression was measured via qPCR (n = 5). Data are presented as mean ± S.E.M.

**Figure 2—figure supplement 3.**
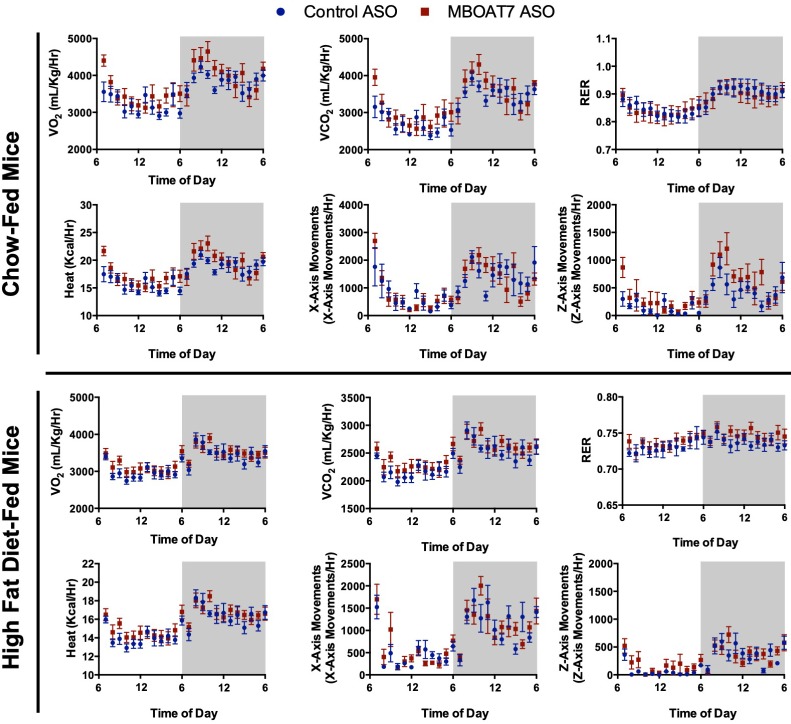
A reduction in hepatic MBOAT7 expression does not alter metabolic parameters. C57BL/6 mice were fed chow or HFD with concurrent Control and MBOAT7 ASO injections at 12.5 mg/kg week for 12 weeks. Oxygen consumption (VO_2_), carbon dioxide expiration (VCO_2_), respiratory exchange ratio (RER), heat, and movement (X and Z plane) were measured using the Oxymax CLAMS indirect calorimetry system (n = 6 per group).

**Figure 2—figure supplement 4.**
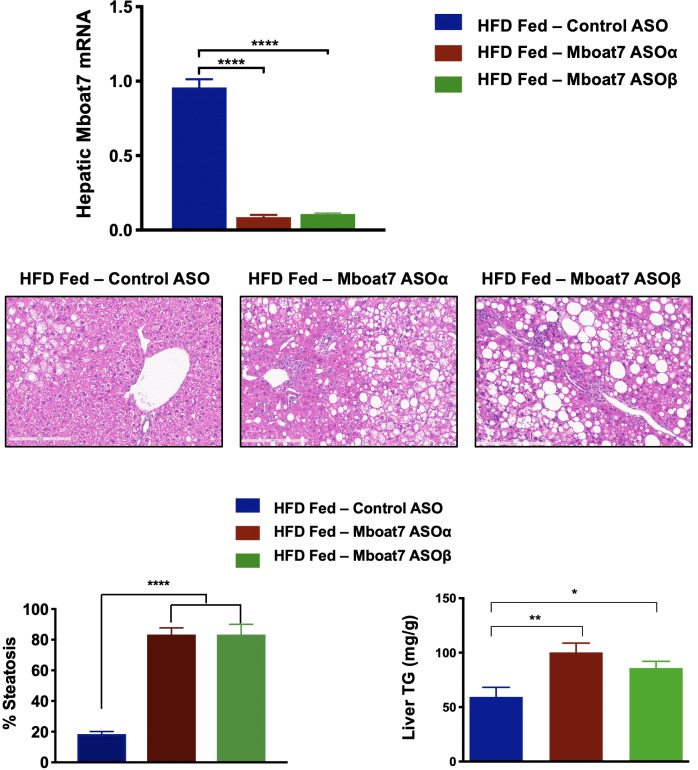
Hepatic steatosis is observed in two distinct ASOs targeting different regions of the *Mboat7* mRNA. C57BL/6 mice were fed chow or HFD with concurrent Control (non-targeting) or two distinct *Mboat7* ASOs (Mboat7 ASOα or Mboat7 ASOβ) Injections at 12.5 mg/kg week for 20 weeks. Shown are representative H and E-stained liver sections, blinded pathology scoring of hepatic steatosis (n = 3 per group), and enzymatic measurement of liver triacylglycerol (TG).

**Figure 2—figure supplement 5.**
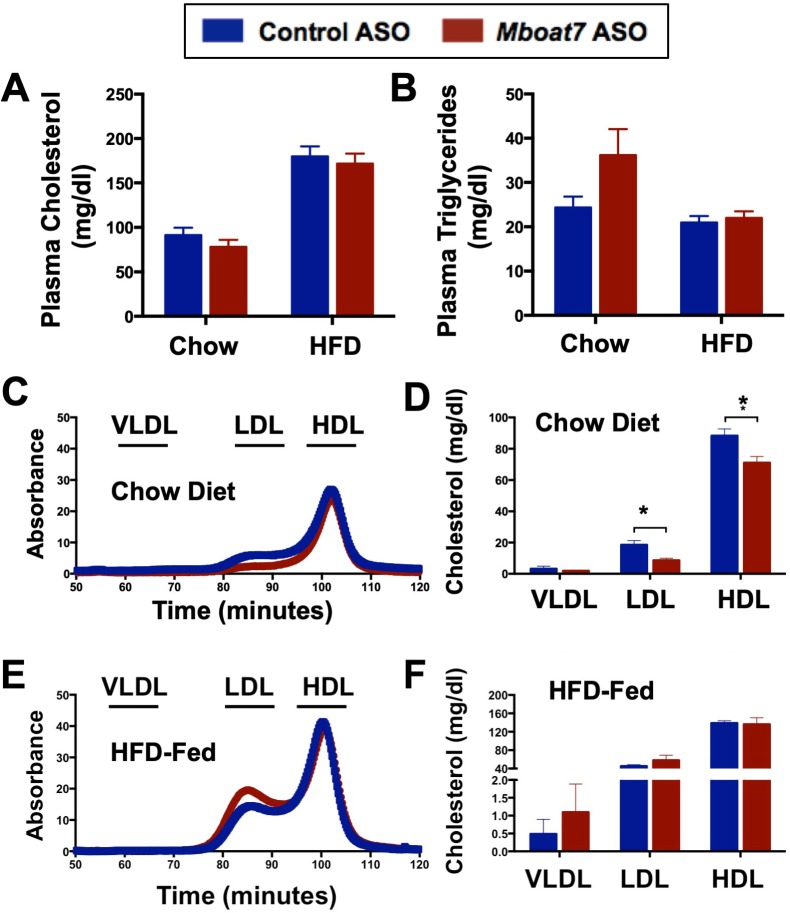
Knockdown of *Mboat7* alters plasma lipid levels in chow but not HFD-fed mice. Male C57BL/6 mice were fed either chow or a HFD for 20 weeks while receiving concurrent ASO injections. (**A and B**) Plasma cholesterol (**A**) and triglyceride (**B**) levels were measured enzymatically (n = 5). (**C–F**) Plasma lipoprotein profile of cholesterol in chow (**C, D**) and HFD-fed (**E, F**) mice (n = 5; *p≤0.05; two-tailed *t*-test). Data are presented as mean ± S.E.M.

To more comprehensively understand the global effects of *Mboat7* knockdown on liver function, we performed unbiased RNA sequencing experiments in control versus *Mboat7* ASO-treated mice (Figure 3). Principal component analysis of RNA expression profiles showed separation by ASO group according to principal component analysis and hierarchical clustering analyses (Figure 3A,B). ASO groups were also partitioned by unsupervised hierarchical clustering (data not shown). *Mboat7* knockdown resulted in a number of differentially expressed genes (DEGs), with 124 DEGs being suppressed and 887 DEGs being upregulated by *Mboat7* ASO treatment (top 50 DEGs shown in Figure 3B and overall changes in Figure 3C). To understand the major pathways affected by *Mboat7* knockdown, we performed Gene Ontology Molecular Function enrichment analysis, and found that many of the pathways that were significantly enriched are mechanistically linked to liver injury such as leukocyte extravasation, monocyte/macrophage activation, and fibrosis/hepatic stellate cell activation (Figure 3D). As predicted *Mboat7* mRNA levels were dramatically suppressed by *Mboat7* ASO treatment, but quite unexpectedly we also saw that the expression of *Tmc4* was reduced in *Mboat7* ASO-treated mice (Figure 3B,E). These data shown for the first time that ASO-mediated knockdown of *Mboat7* results in coordinated suppression of its neighboring gene *Tmc4* (the rs641738 polymorphism is located in exon 1 of the *TMC4* gene), indicating some potential cross talk that deserves further exploration (Figure 3E). Quantitative real time PCR (qPCR) analysis also confirmed the RNA sequencing results showing that *Mboat7* knockdown resulted in elevated expression of gene associated with inflammation (*Tnfa* and *Il1b*) and early fibrosis (*Col1a2* and *Acta2*) in high fat fed mice (Figure 3E). In addition, *Mboat7* knockdown was associated with altered immune cell populations in the liver. *Mboat7* knockdown increased Cd8+ T lymphocytes, while decreasing the total number of Cd11b+ macrophages in the liver (Figure 3—figure supplement 1). Of the hepatic macrophages that were present, more were skewed towards the proinflammatory M1 (Cd11c+) state, and less were skewed towards the alternative M2 (Cd206+) phenotype (Figure 3—figure supplement 1). Collectively, these data suggest that specifically under high fat feeding conditions, *Mboat7* loss of function is associated with dysregulated immune cell homeostasis, inflammation, and gene expression signatures that are consistent with early activation of pro-fibrotic programs in the liver (Figure 3).

**Figure 3.**
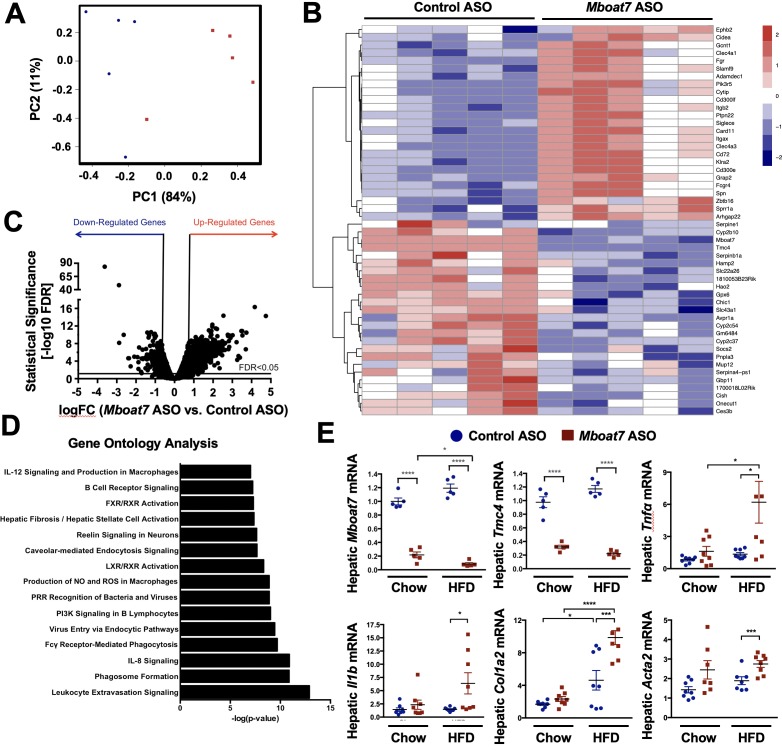
*Mboat7* inhibition exacerbates inflammation and fibrotic gene expression in the liver. (**A–C**) C57BL/6 mice were fed a HFD with concurrent Control and *Mboat7* ASO Injections at 12.5 mg/kg week for 20 weeks. Liver RNA was used for RNA-sequencing. ASO groups clustered by principal component analysis (**A**). Row-normalized expression for the top 50 DEGs are shown by heat map (**B**) while the volcano plot (**C**) summarizes log2 fold changes vs significance in response to *Mboat7* inhibition (n = 5; genes with FDR < 0.05 and fold change >2 were considered significantly differentially expressed). (**D**) Summary of significantly differentially regulated pathways in mice treated with a non-targeting Control ASO vs the *Mboat7* ASO. (**E**) qPCR validation of selected gene expression changes discovered in the RNA-sequencing analysis in both Chow and HFD-fed mice receiving Control or MBOAT7 ASOs for 20 weeks (n = 8–10; *p≤0.05, ***p≤0.001, ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.E.M., unless otherwise noted.

**Figure 3—figure supplement 1.**
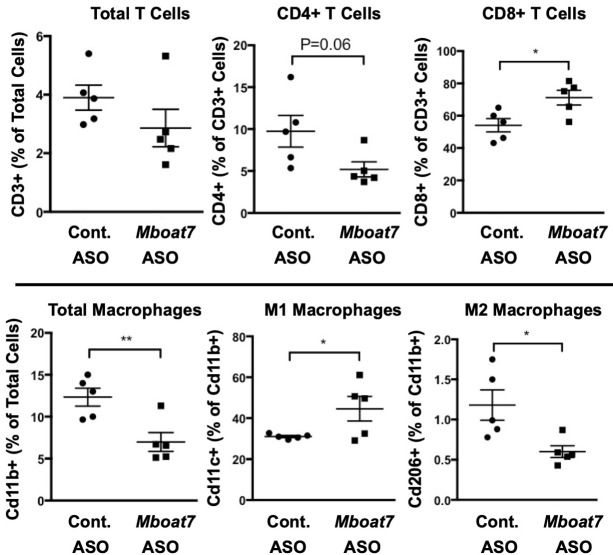
A reduction in *Mboat7* expression alters hepatic immune cell populations. Male C57BL/6 mice were fed a HFD with concurrent Control and MBOAT7 ASO Injections at 12.5 mg/kg week for 20 weeks. Distinct inflammatory cell populations in the liver were assessed by flow cytometry (n = 5; *p≤0.05, **p≤0.01; two-tailed *t*-test). Data are presented as mean ± S.E.M.

### Genetic deletion of Tmc4 does not result in hepatic steatosis

Given the fact that the rs641738 polymorphism is located in exon 1 of the *TMC4* gene, and we unexpectedly found that *Mboat7* ASO treatment also reduces *Tmc4* expression (Figure 3B,E), we wanted to examine whether alteration in *Tmc4* may also be a key regulator of hepatic steatosis. To understand the role of *Tmc4* in hepatic steatosis, we generated global *Tmc4* knockout mice using CRISPR-Cas9-mediated gene editing and examined hepatic lipid levels under high fat feeding conditions (Figure 4). Global *Tmc4* knockout mice have marked reductions in hepatic *Tmc4* mRNA (Figure 4A) and protein (Figure 4B), yet importantly *Mboat7* expression is unaltered (Figure 4A). In contrast to the striking hepatic steatosis seen with *Mboat7* loss of function (Figure 2E, Figure 2—figure supplement 4), *Tmc4* null mice show similar levels of hepatic lipids when fed a high fat diet (Figure 4). These data strongly implicate *Mboat7*, but not *Tmc4*, as the primary mediator of hepatic steatosis seen with the rs641738 variant or in *Mboat7* ASO-treated mice.

**Figure 4.**
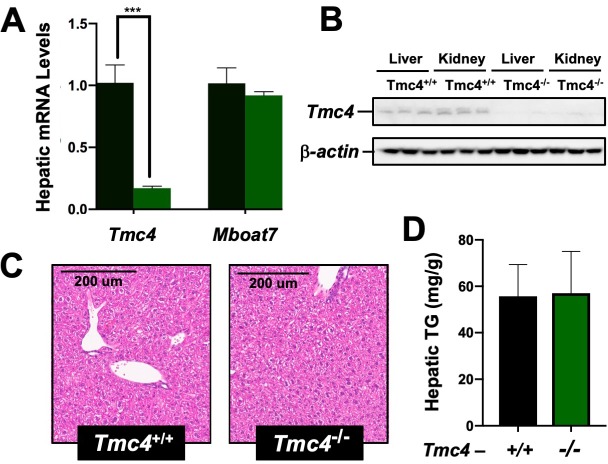
*Tmc4* knockout mice do not exhibit fatty liver. Male wild type (*Tmc4*^+/+^) or *Tmc4* global knockout mice (*Tmc4*^-/-^) were fed a high fat diet for 2 weeks. (**A**) Hepatic gene expression for *Tmc4* and *Mboat7* measured by qPCR. (**B**) Western blot of TMC4 protein levels in the liver and kidney. (**C**) Representative H and E-stained liver sections from *Tmc4*^+/+^ and *Tmc4*^-/-^. (**D**) Hepatic triglyceride (TG) levels in *Tmc4*^+/+^ and *Tmc4*^-/-^ were quantified biochemically. Data shown represent n = 5–6 mice per group, ***p<0.001; two-tailed *t*-test relative to Tmc4^+/+^ mice.

### *Mboat7* knockdown promotes profound hyperinsulinemia and impairs hepatic insulin action

The abnormal accumulation of lipids (i.e., lipotoxicity) in tissues such as the pancreas and liver is frequently associated with the pathogenesis of type 2 diabetes (Unger and Scherer, 2010; Samuel and Shulman, 2018). Given that *Mboat7* knockdown promoted striking hepatic steatosis (Figure 2E), and the fact that adipose tissue expression of *Mboat7* is negatively correlated with insulin sensitivity across strains of the HMDP (Figure 1F) we examined glucose homeostasis in *Mboat7* ASO-treated mice fed a high fat diet (Figure 5). *Mboat7* knockdown was associated with significantly impaired systemic glucose tolerance (Figure 5A). *Mboat7* ASO-treated mice also exhibited profound hyperinsulinemia in the fasted state and throughout an intraperitoneal glucose tolerance test (Figure 5B). In parallel, glucose-stimulated C-peptide release was elevated in *Mboat7* ASO-treated mice, potentially indicating overproduction of insulin in the pancreatic β-cell (Figure 5C). During an intraperitoneal insulin tolerance test, *Mboat7* ASO-treated mice showed blunted plasma glucose lowering (Figure 5D). To more directly measure tissue-specific insulin action in *Mboat7* knockdown mice we examined the acute phosphorylation of the insulin receptor (IR) and protein kinase B (Akt) in response to a single insulin injection (Figure 5E–G). *Mboat7* ASO-treated mice had reduced insulin-stimulated phosphorylation of IR and downstream Akt in the liver (Figure 5E). However, *Mboat7* ASO treatment did not significantly alter insulin signal transduction in either skeletal muscle or white adipose tissue (Figure 5F,G). These data suggest that ASO-mediated knockdown of *Mboat7* promotes hyperinsulinemia, yet impairs insulin action specifically in the liver.

**Figure 5.**
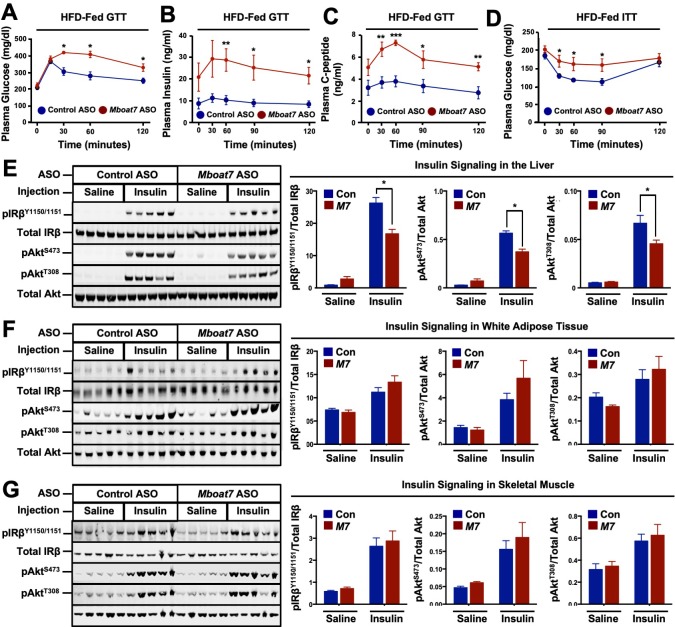
A reduction in *Mboat7* expression exacerbates hepatic insulin resistance in HFD-fed mice. (**A–C**) C57BL/6 mice were fed a HFD with concurrent Control and *Mboat7* ASO Injections at 12.5 mg/kg week for 20 weeks. Plasma glucose (**A**), plasma insulin (**B**), and plasma C-peptide (**C**) levels were measured throughout the course of an intraperitoneal glucose tolerance test (n = 4–5; *p≤0.05, **p≤0.01; two-tailed *t*-test relative to control ASO at same time point). (**D**) Plasma glucose was measured after an intraperitoneal insulin injection in mice fed HFD for 20 weeks with Control and *Mboat7* ASO injections (n = 4–5; *p≤0.05, **p≤0.01; two-tailed *t*-test relative to control ASO at same time point). (**E–G**) Mice were fed a HFD for 20 weeks while injected with Control or *Mboat7* ASOs, then saline or insulin (0.35 U/kg) was injected into the portal vein for 5 min. The insulin signaling pathway was examined via western blot in tissues: liver (**E**), skeletal muscle (**F**), and white adipose tissue (**G**) (n = 5) each sample represents an independent mouse; western blot is quantified by densitometry on the right; *p≤0.05; Two-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.E.M., unless otherwise noted.

### ASO-mediated knockdown of *Mboat7* results in tissue-specific alterations in LPI and PI lipids

Given the fact that *Mboat7* is known to catalyze the selective esterification of arachidonyl-CoA to LPI lipids in neutrophils (Gijón et al., 2008), we wanted to examine its lysophosphatidylinositol acyltransferase (LPIAT) activity in the liver and also examine both substrate LPI and product PI species across a range of tissues. First, we isolated hepatic microsomes from control and *Mboat7* ASO-treated mice and assayed LPIAT enzymatic activity using saturated and monounsaturated LPI substrates (Figure 6A). In chow fed mice *Mboat7* knockdown only modestly decreased hepatic LPIAT activity toward 18:1 LPI (Figure 6A), yet in high fat diet-challenged mice *Mboat7* knockdown resulted in a highly significant ~50% reduction in LPIAT activity using either 16:0, 18:0, or 18:1 LPI substrates (Figure 6A). These data suggest that *Mboat7* is a significant contributor to total hepatic LPIAT activity, especially under high fat feeding conditions. Aligned with these alterations in enzyme activity, knockdown of *Mboat7* in high fat-fed mice resulted in alterations in LPI and PI lipids in a highly tissue-specific manner. *Mboat7* ASO treatment did not significantly alter LPI levels in the circulation, but was associated with selective reduction in the 38:3 and 38:4 species of circulating PI lipids (Figure 6B, Figure 6C, and Figure 6—figure supplements 1–2). In contrast to effects in the circulation, *Mboat7* knockdown was associated with significant accumulation of 16:0 and 18:1 LPI species in the liver (Figure 6D and Figure 6—figure supplement 2). Furthermore, *Mboat7* ASO-treatment resulted in reduced 38:3 and 38:4 PI levels, while increasing more saturated (34:1, 34:2, 36:1, and 36:2) PI species in the liver (Figure 6E and Figure 6—figure supplement 1). In white adipose tissue, *Mboat7* knockdown did not significantly alter LPI levels (Figure 6—figure supplement 2), but promoted marked accumulation of more saturated PI species both in chow and high fat fed mice (Figure 6—figure supplement 1). Also, *Mboat7* ASO treatment resulted in significant reductions in several PUFA-enriched PI species (38:3, 38:4, 38:5, and 38:6) in adipose tissue (Figure 6—figure supplement 1). In contrast to alterations in LPI and PI levels in liver and adipose tissue (Figure 6 and Figure 6—figure supplements 1–2), *Mboat7* ASO treatment did not significantly alter LPI or PI levels in the brain (Figure 6—figure supplement 3) or pancreas (Figure 6—figure supplement 4). In contrast to marked changes in inositol-containing phospholipids, it is also important to note that *Mboat7* knockdown did not significantly alter the hepatic levels of other major phospholipids including phosphatidylcholines, lysophosphatidylcholines, phosphatidylethanolamines, lysophosphatidylethanolamines, phosphatidylserines, phosphatidylglycerols, or phosphatidic acids (Figure 6—figure supplement 5). Collectively, these data show that ASO-mediated knockdown of *Mboat7* primarily alters LPI and PI levels in the liver and white adipose tissue, which creates the potential to induce an imbalance of local lipid mediators that originate from PI metabolism.

**Figure 6.**
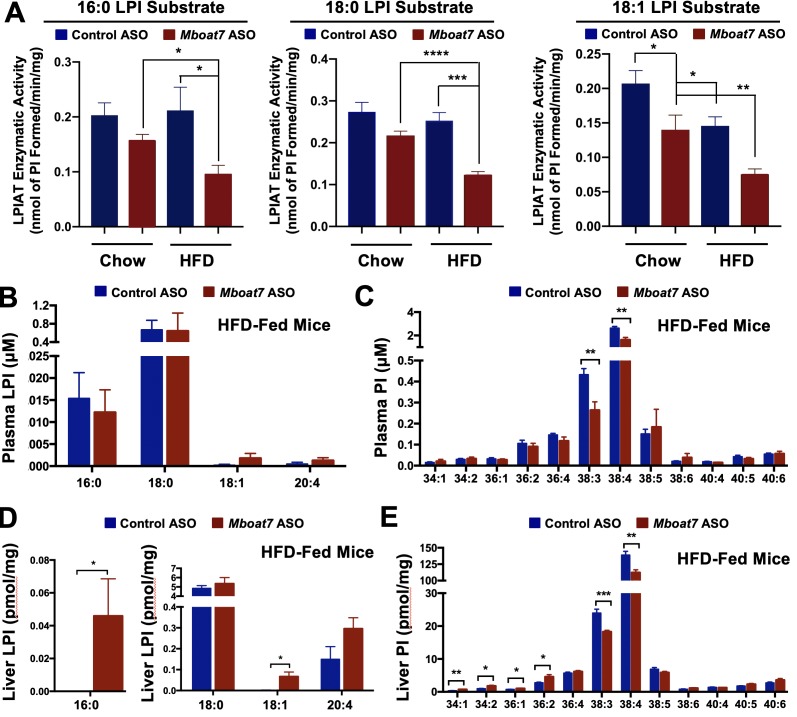
HFD-feeding and *Mboat7* inhibition results in an accumulation of LysoPIs. Male C57BL/6 mice were fed either chow or a HFD for 20 weeks along with receiving a control non-targeting ASO or an ASO targeting the knockdown of *Mboat7*. (**A**) Liver microsomes were isolated and assayed for lyso-phosphatidylinositol acyltransferase (LPIAT) activity, using [^14^C]-arachidonyl-CoA and either 16:0 LPI, 18:0 LPI, or 18:1 LPI as substrates. Plasma LPI (**B**) or PI (**C**) species were measured by LC-MS/MS (n = 5; *p≤0.05; two-tailed *t*-test). Liver LPI (**D**) and PI (**E**) species were measured by LC-MS/MS (n = 5–10 per group; *p≤0.05, **p≤0.01, ***p≤0.001; two-tailed *t*-test). All data are presented as mean ± S.E.M.

**Figure 6—figure supplement 1.**
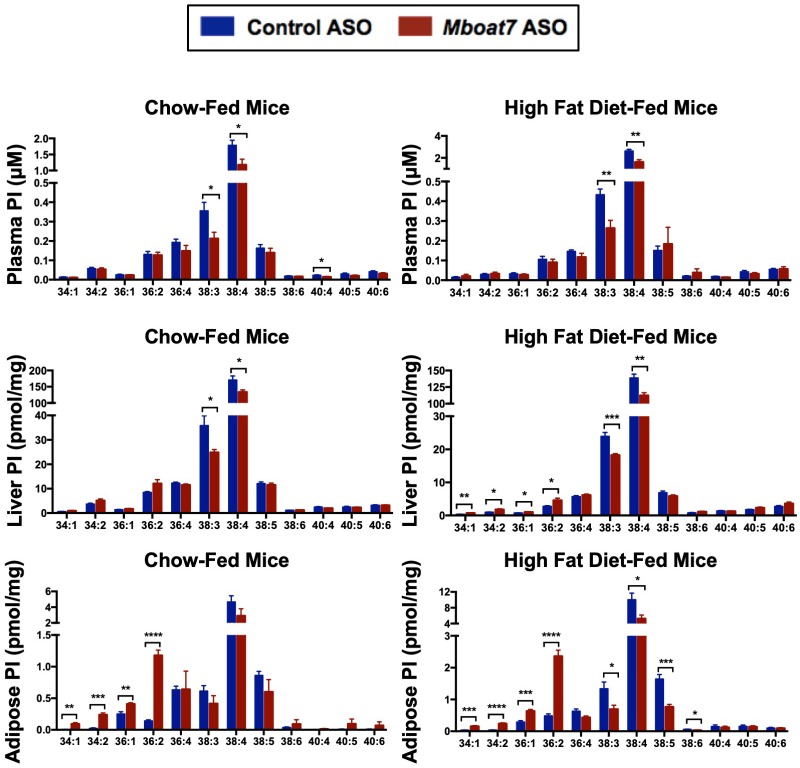
*Mboat7* ASO treatment impacts PI metabolism. Male C57BL/6 mice were fed either chow or a HFD for 20 weeks while receiving concurrent ASO injections. Plasma, liver, and adipose PI levels were measured by semi-quantitative LC-MS/MS in both chow and HFD-feeding conditions (n = 5; *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001; two-tailed *t*-test). Data are presented as mean ± S.E.M.

**Figure 6—figure supplement 2.**
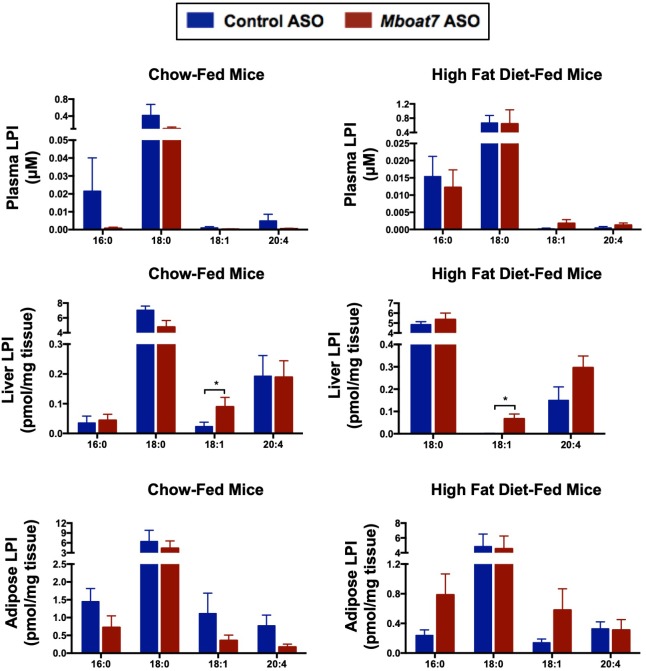
*Mboat7* ASO treatment impacts LPI metabolism. Male C57BL/6 mice were fed either chow or a HFD for 20 weeks while receiving concurrent ASO injections. Plasma, liver, and adipose LPI levels were measured by semi-quantitative LC-MS/MS in both chow and HFD-feeding conditions (n = 5; *p≤0.05, **p≤0.01; two-tailed *t*-test). Data are presented as mean ± S.E.M.

**Figure 6—figure supplement 3.**
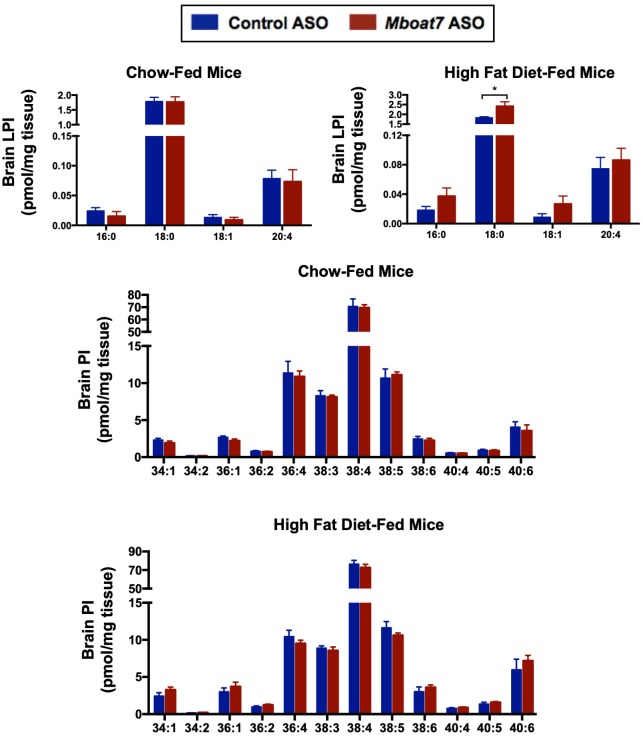
*Mboat7* ASO treatment does not influence brain LPI and PI levels. Male C57BL/6 mice were fed either chow or a HFD for 20 weeks while receiving concurrent ASO injections. Brain LPI and PI species were measured by semi-quantitative LC-MS/MS in both chow and HFD-feeding conditions (n = 5). Data are presented as mean ± S.E.M.

**Figure 6—figure supplement 4.**
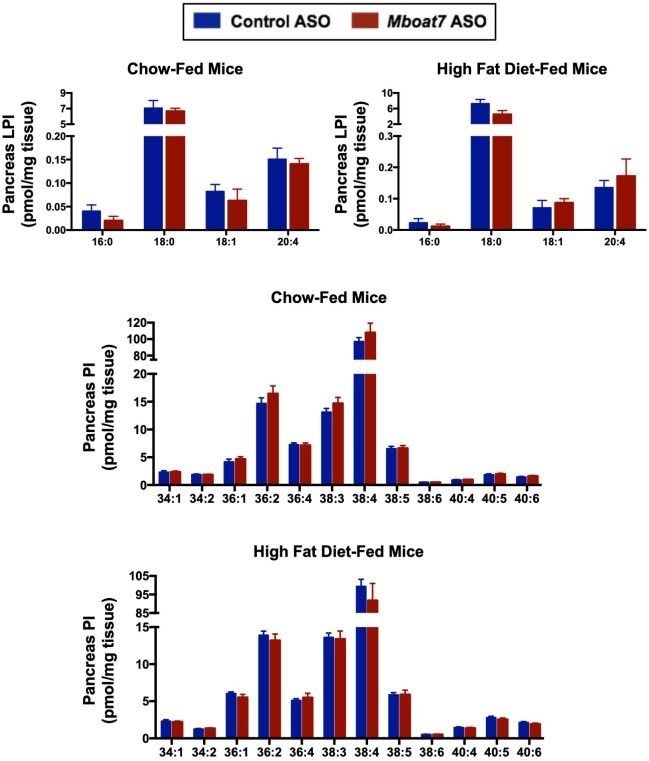
*Mboat7* ASO treatment does not influence pancreas LPI and PI levels. Male C57BL/6 mice were fed either chow or a HFD for 20 weeks while receiving concurrent ASO injections. Pancreas LPI and PI species were measured by semi-quantitative LC-MS/MS in both chow and HFD-feeding conditions (n = 5). Data are presented as mean ± S.E.M.

**Figure 6—figure supplement 5.**
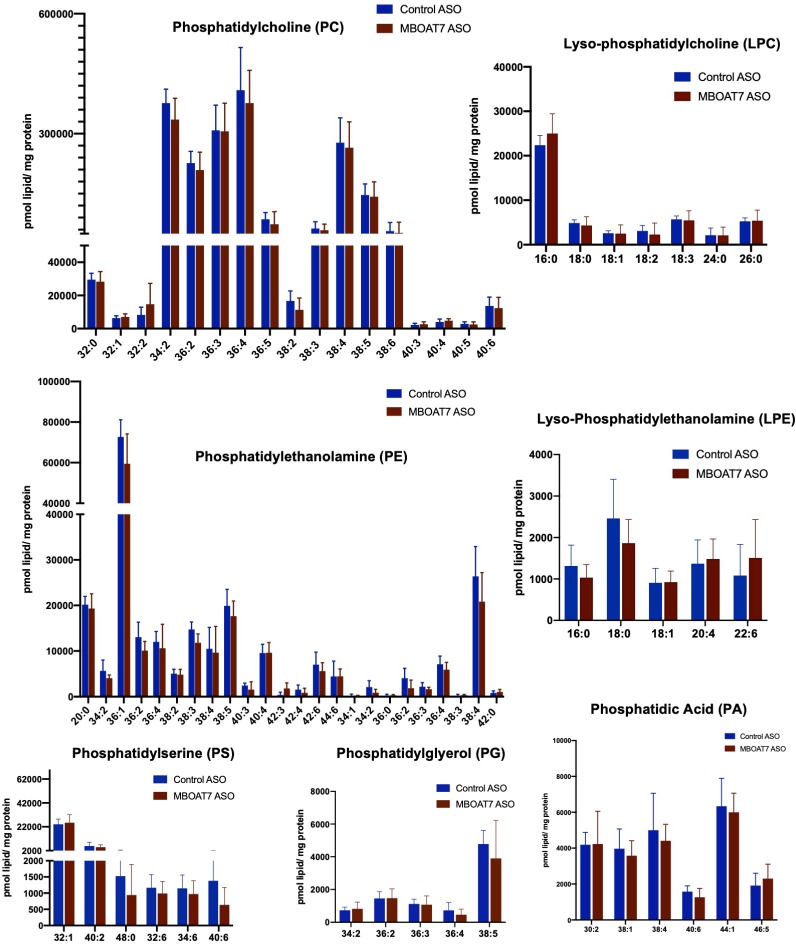
*Mboat7* ASO treatment does not significantly alter other major phospholipid species. Male C57BL/6 mice were fed HFD with concurrent Control or Mboat7 ASO Injections at 12.5 mg/kg week for 20 weeks. Liver samples were subjected to untargeted shotgun lipidomics to measure the levels of major phospholipids including phosphatidylcholines (PC), lysophosphatidylcholines (LPC), phosphatidylethanolamines (PE), lysophosphatidylethanolamines (LPE), phosphatidylserines (PS), phosphatidylglycerols (PG), or phosphatidic acids (PA).

**Figure 6—figure supplement 6.**
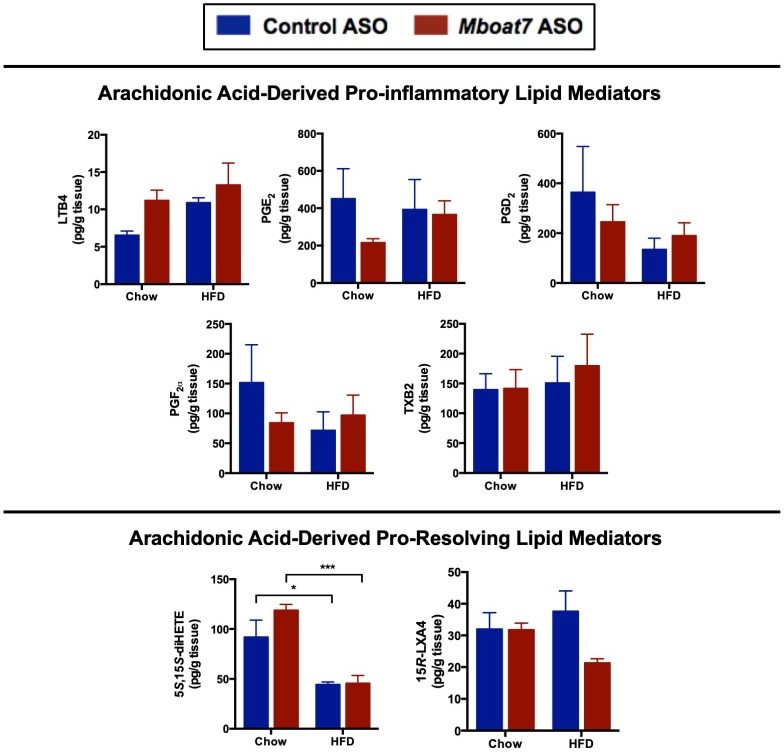
*Mboat7* ASO treatment does not drastically influence AA-derived lipid mediators. Male C57BL/6 mice were a chow or a HFD with concurrent Control and MBOAT7 ASO Injections at 12.5 mg/kg week for 20 weeks. Liver samples were subjected to LC-MS/MS metabololipidomic profiling. Levels of individual arachidonic acid-derived pro-inflammatory and pro-resolving lipid mediators and were measured (n = 5; *p≤0.05, ***p≤0.001; Two-way ANOVA with Tukey’s *post-hoc* test). Data are presented as mean ± S.E.M.

### LPI lipids increase hepatic inflammatory and fibrotic gene expression in an *Mboat7*-dependent manner

The major enzymatic product of MBOAT7 (38:4 PI) is a potential reservoir for the generation of arachidonic acid-derived immunomodulatory lipid mediators (Serhan et al., 2015; Dennis and Norris, 2015). Therefore, we initially hypothesized that *Mboat7* loss of function might limit the pool of arachidonic acid in PI lipids available for arachidonic acid-derived lipid mediator production. However, when we examined arachidonic acid-derived pro-inflammatory (LTB_4_, PGE_2_, PGD_2_, PGF_2_α, and TXB_2_) and pro-resolving (15*R*-LXA_4_) lipid mediators there was no apparent alteration in the liver of *Mboat7* ASO-treated mice (Figure 6—figure supplement 6). Collectively, these data do not support a rate-limiting role for MBOAT7 in arachidonic acid-derived lipid mediator production in mice. Given the fact that *Mboat7* knockdown is associated with increases in LPI lipids, we next hypothesized that MBOAT7 substrate LPI lipids themselves may be the main drivers of liver disease progression under conditions of HFD-induced obesity and *Mboat7* loss of function. In further support of this concept, we found that saturated LPI lipids are significantly elevated in the circulation of humans with advanced fibrosis compared to healthy controls (Figure 7).

**Figure 7.**
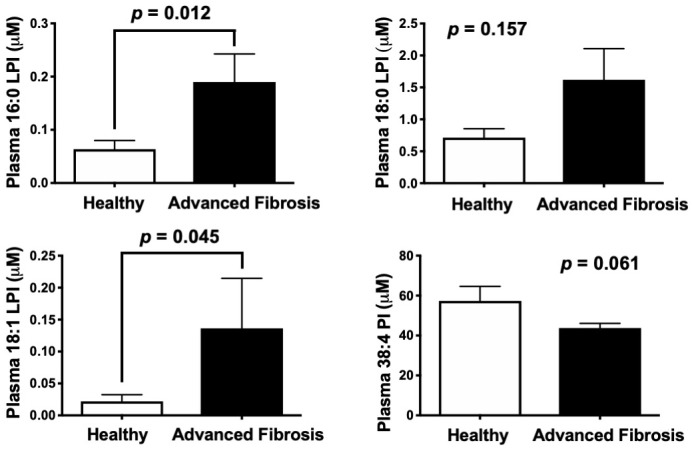
Circulating levels of saturated lysophosphatidylinositol (LPI) lipids are increased in humans with advanced fibrosis. Plasma from healthy subjects with no fibrosis (Ishak score = 0) or pathology proven advanced fibrosis (Ishak score = 4) were analyzed by LC-MS/MS to quantify MBOAT7 substrates (16:0 LPI, 18:0 LPI, and 18:1 LPI) and product (38:4 PI) lipids. All data are presented as mean ± S.E.M from n = 10 subjects per group, and group differences were determined using Mann-Whitney testing.

To more directly test the hypothesis that LPI lipids may promote liver disease in a *Mboat7*-dependent manner, we directly treated mice with LPI lipids to transiently increase circulating LPI levels within a physiologic level (~2 fold) (Figure 8—figure supplement 1). Injection of 16:0, 18:0, or 18:1 LPI into control ASO-treated mice did not alter hepatic inflammatory or fibrotic gene expression (Figure 8 and Figure 8—figure supplement 2). This is not surprising, given that it was previously reported that exogenously provided LPI is rapidly esterified into membrane PI pools (Darnell and Saltiel, 1991; Darnell et al., 1991; Jackson and Parton, 2004). In other words, under normal conditions MBOAT7 activity rapidly acylates LPI to divert this signaling lipid into a membrane PI storage pool. We next postulated that under conditions such as obesity where *Mboat7* activity is diminished, LPI-driven signaling can be sustained and promote liver injury. In support of this concept, direct injection of exogenous 18 carbon LPIs can rapidly (24 hr) increase the expression of genes characteristic of hepatic inflammation (*Cd11c, Tnfa, IL1b*) and early fibrosis (*Desmin, Col1A1, Col1A2*, and *Acta2*) in mice with *Mboat7* knockdown (Figure 8 and Figure 8—figure supplement 2). These data suggest that 18 carbon LPI lipids can acutely induce hepatic inflammatory and fibrotic gene expression programs, but only when MBOAT7 function is compromised, as is seen in obesity or with loss of function variants like rs641738. It is important to note that 18 carbon LPI lipids can only significantly elicit such pro-inflammatory and pro-fibrotic effects in high fat fed mice (Figure 8 and Figure 8—figure supplement 2), as we did not see this same effect in chow fed cohorts (not shown). Although direct administration of 18 carbon LPI lipids in chow fed mice did not significantly alter the same pro-inflammatory or pro-fibrotic genes as we found with *Mboat7* knockdown (Figure 3), we did find that a small subset of acute phase response genes (serum amyloid A genes, *Saa1* and *Saa2*) and other immunomodulatory genes (Gdf15, Ly6d, Lcn2, Socs2, etc.) were altered by 18:0 LPI treatment in a *Mboat7*-dependent manner (Figure 8—figure supplement 3). 

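Liver RNA from 5 chow-fed mice injected with saline and from 5 injected with 18:0 LPI was sequenced, with 1 library per mouse. 18:0 LPI carries a saturated acyl chain of 18 carbons, and LPI lipids are the substrates that MBOAT7 acylates. The legend of Figure 8—figure supplement 3 gives 2 intraperitoneal injections of 12.5 μg and collection of the liver 12 hr later, which is 24 hr after the first injection. The sample labels instead give injection into the portal vein and collection at 6 hr, and the values cannot show which applies. The labels name no ASO treatment for these mice. The deposited table holds raw read counts for 24411 genes. According to the labels and the methods, 50 bp single-end reads were trimmed with Trim Galore and aligned to mm10 with STAR, whose gene counts take uniquely mapped reads. Genes with close paralogs, such as Saa1 and Saa2, were therefore counted from the reads that tell them apart, and it is not stated which strand column of the gene counts was taken. Total counts ranged from 26116058 to 29813245 per mouse with saline (median 27534309) and from 25049333 to 28982859 with 18:0 LPI (median 27119822). As in the methods, genes under 1 CPM, the unit of edgeR's cpm function, in all 10 libraries were removed, which left 11864 genes. Counts were normalized by upper quartile in edgeR and groups were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment, because the paper's text does not name the edgeR test. Single genes and scores were also compared between mice by a two-sided exact permutation test over the 252 ways of dividing 10 mice into groups of 5, for which p = 0.00794 is the smallest possible.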

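In these chow-fed livers, the acute phase genes Saa1 and Saa2 were high in saline mice 2 and 3 and low in the other 8 mice, whichever injection they had received. Saa1 was at 903 CPM in saline mouse 2 and 4108 CPM in saline mouse 3. The other saline mice had 60.0 to 95.4 CPM of Saa1 and the 5 mice given 18:0 LPI had 75.5 to 126.4 CPM. Lcn2, which encodes the iron-binding acute phase protein lipocalin 2, had the same 2 highest mice, at 50.2 and 250 CPM against 7.20 to 16.1 CPM with 18:0 LPI. Gdf15, a cytokine induced by cellular stress, was at 37.5 ± 17.6 CPM (SD, n = 5) with 18:0 LPI and 15.9 ± 6.09 CPM (SD, n = 5) with saline. The log2 fold change of Saa1 was -3.41 (standard error 1.09, adjusted p = 0.504) and that of Saa2 was -4.03 (standard error 1.24, adjusted p = 0.504) from the quasi-likelihood test. The same test gave -2.28 for Lcn2 (standard error 0.85, adjusted p = 0.526) and 1.24 for Gdf15 (standard error 0.36, adjusted p = 0.504). Of the 5 mice given 18:0 LPI, 4 had more Gdf15 than every saline mouse (exact permutation p = 0.0159, 0.0860 after adjustment over the 65 named genes). Most of the 65 were the 2 genes of a list with the smallest p, which makes that adjustment too lenient. Ly6d, which encodes a GPI-anchored surface protein, had a log2 fold change of 1.30 (standard error 0.63, adjusted p = 0.583) and was highest in LPI mouse 9, at 6.12 CPM. Socs2, a STAT5-induced inhibitor of growth hormone signaling, had a log2 fold change of -1.49 (standard error 0.56, adjusted p = 0.534) and was highest in saline mice 2 and 3, at 24.2 and 13.0 CPM. Rgs16 and Onecut1, which the paper also measured by qPCR, had log2 fold changes of 1.69 (standard error 0.83, adjusted p = 0.586) and -2.07 (standard error 0.66, adjusted p = 0.504). Saa1 lies on chromosome 7 of GRCm38 from 46740497 to 46743181 and Saa2 from 46751833 to 46754313.

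**Figure D1:**
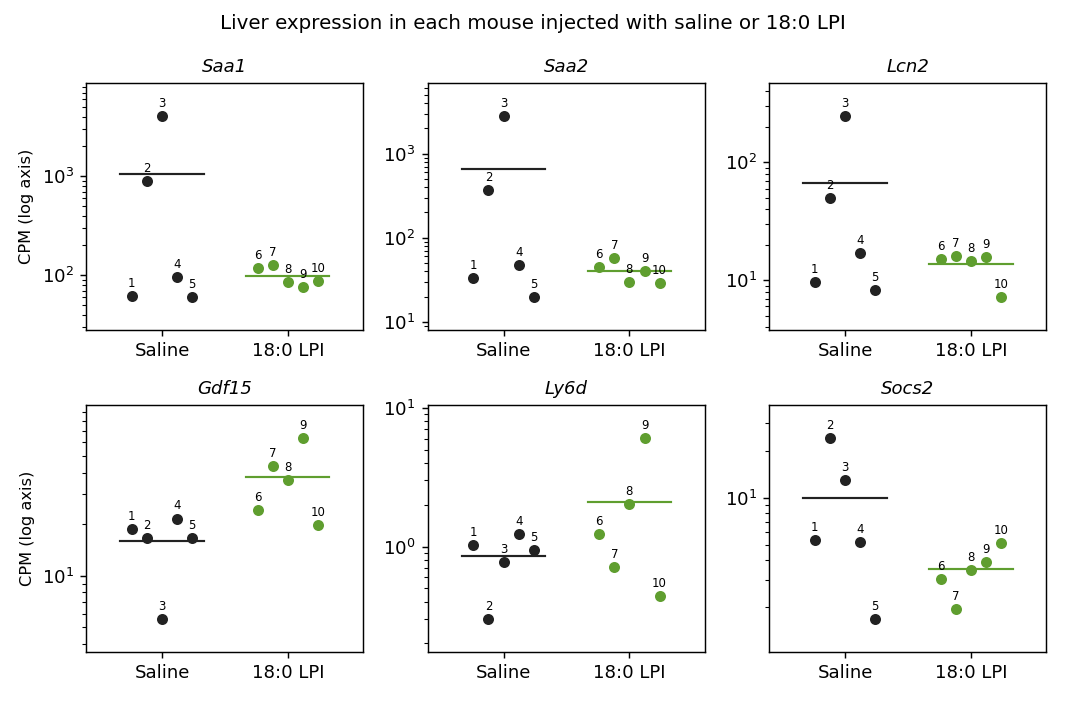
Expression in CPM (log axis) of Saa1, Saa2, Lcn2, Gdf15, Ly6d and Socs2 in the liver of each mouse injected with saline (black) or 18:0 LPI (green). Each point is 1 mouse with its number, and each line is the mean of the 5 mice of a group. Saline mice 2 and 3 stand above the other mice in Saa1, Saa2, Lcn2 and Socs2, and saline mouse 3 has the lowest Gdf15, at 5.59 CPM.

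Among the inflammatory and fibrotic genes that the paper measured by qPCR, Des, which encodes desmin in stellate and muscle cells, was at 2.92 ± 0.18 CPM (SD, n = 5) with 18:0 LPI and 2.31 ± 0.21 CPM (SD, n = 5) with saline. Every mouse given 18:0 LPI had more Des than every saline mouse (exact permutation p = 0.00794, 0.0737 after adjustment over the 65 named genes), and its log2 fold change was 0.33 (standard error 0.11, adjusted p = 0.504). The adjustment over named genes is too lenient here too, since most of them were picked for a small p. The collagen genes Col1a1 and Col1a2 had log2 fold changes of 0.46 (standard error 0.32, adjusted p = 0.665) and 0.38 (standard error 0.22, adjusted p = 0.617). Both were highest in LPI mouse 9, at 13.5 and 22.4 CPM, and lowest in LPI mouse 10, at 3.24 and 8.60 CPM. Acta2, the smooth muscle actin of activated stellate cells, had a log2 fold change of 0.32 (standard error 0.35, adjusted p = 0.770). It was highest in LPI mouse 10, at 2.44 CPM. Il1b and Itgax, which encodes CD11c, had log2 fold changes of -0.81 (standard error 0.50, adjusted p = 0.632) and -0.14 (standard error 0.25, adjusted p = 0.859). Tnf had 0 to 5 counts per mouse and was not tested, so a difference in it was not detectable at this depth. None of the 6 tested genes passed when adjusted over the list alone. As a set they did not pass the camera test against other genes (adjusted p = 0.171, or adjusted p = 0.543 with an estimated correlation). They passed as higher without saline mouse 4 (median 0.43) or LPI mouse 10 (median 0.20), where camera was not run with an estimated correlation. Mboat7 itself was at 35.7 ± 1.33 CPM (SD, n = 5) with 18:0 LPI and 34.2 ± 1.55 CPM (SD, n = 5) with saline, a log2 fold change of 0.06 (standard error 0.05, adjusted p = 0.690). Its neighbor Tmc4 had a log2 fold change of 0.37 (standard error 0.12, adjusted p = 0.504). Without saline mouse 3 the log2 fold changes of Saa1, Saa2 and Lcn2 were -1.51, -1.55 and -0.62. Without both saline mice 2 and 3, a choice made after seeing the data, they were 0.45, 0.26 and 0.24, while Socs2 was at -0.23, Onecut1 at -1.06 and Gdf15 at 0.98. Without LPI mouse 9, Ly6d was at 0.36 and Rgs16 at 0.60. Citing Figure 8—figure supplement 3 as a whole, the paper states that Saa1, Saa2 and the other immunomodulatory genes were altered by 18:0 LPI depending on Mboat7. It also states that the inflammatory and fibrotic genes were not significantly altered in chow-fed mice, and gives the chow-fed result as not shown. The qPCR in mice given ASOs (Figure 8—figure supplement 3E) is another experiment, and its livers are not among these libraries.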

Interestingly, when liver triacylglycerol levels were examined in this LPI injection experiment, we only found significantly elevation in the saline and 18:1 LPI injection groups, but not in the 16:0 LPI injection group (Figure 8I). Collectively, these results suggest that 18 carbon LPI lipids can alter hepatic inflammatory transcriptional programs, but this is highly reliant on both diminished *Mboat7* expression/activity and high fat diet feeding.

**Figure 8.**
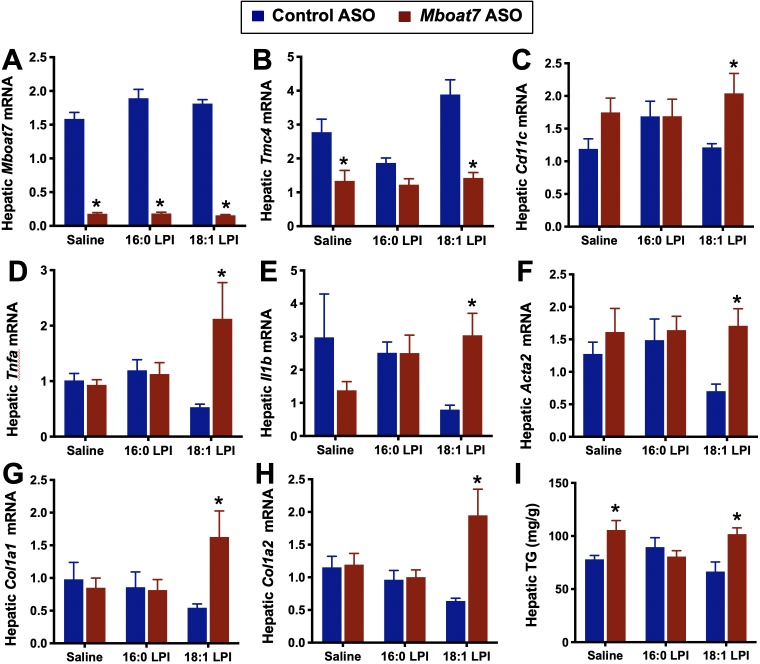
Lysophosphatidylinositol (LPI) lipids stimulate pro-inflammatory and pro-fibrotic gene expression in a *Mboat7*-dependent manner. Male C57BL/6 mice were treated with either a non-targeting control ASO or *Mboat7* ASO while being fed a high fat diet for 11 weeks. Thereafter, mice were injected IP with saline (vehicle) or 12.5 μg of the *Mboat7* substrate lipids 16:0 or 18:1 LPI (2 injections at 7 am and seven pm), and liver was collected 12 hr later. (**A–H**) Liver mRNA levels were measured by qPCR. (**I**) Liver triacylglycerol (TG) levels. Data are presented as mean ± S.E.M. (n = 5; *p≤0.05).

**Figure 8—figure supplement 1.**
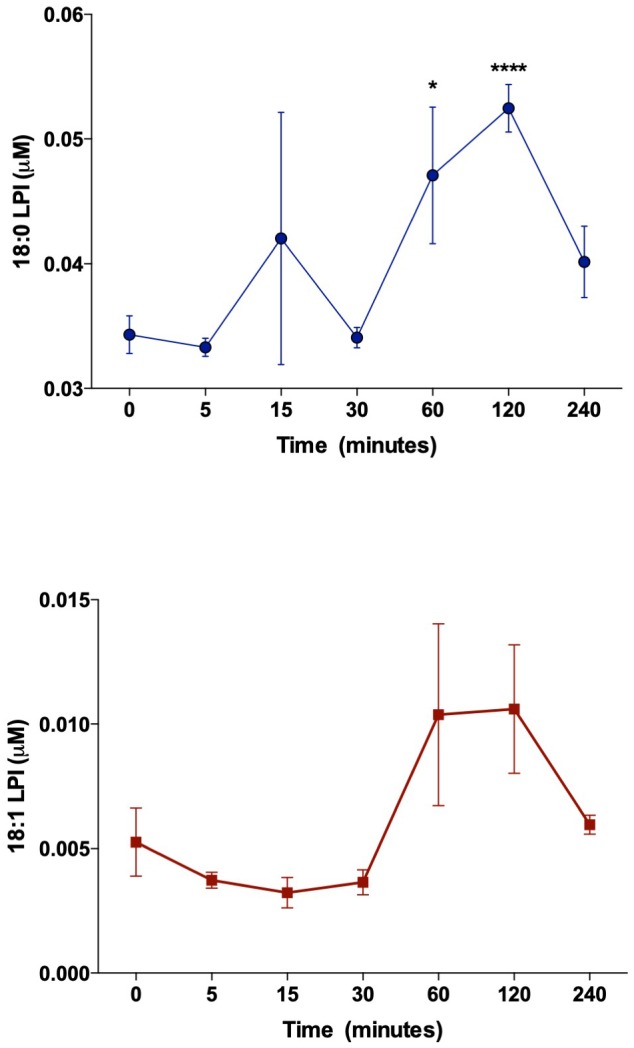
Accumulation of LPI species elevate after 4 hr post-injection. For dose testing 8–10 week old male WT C57BL/6 mice were fasted for 5 hr prior to an IP injection of the MBOAT7 substrate 18:0 LPI or 18:1 LPI. Over the course of 4 hr, plasma was isolated and 18:0 and 18:1 LPI levels were measured by quantitative LC-MS/MS (n = 4; *p≤0.05, ****p≤0.001; One-way ANOVA Tukey’s *post-hoc* test). Data are presented as mean ± S.E.M.

**Figure 8—figure supplement 2.**
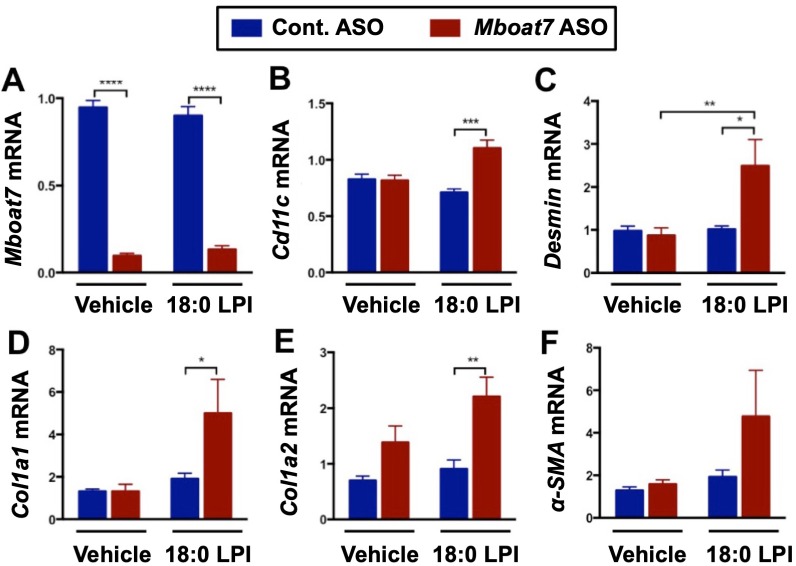
18:0 LPI stimulates pro-inflammatory and pro-fibrotic gene expression in a Mboat7-dependent manner. Male C57BL/6 mice were treated with either a non-targeting control ASO or *Mboat7* ASO while being fed a high fat diet for 11 weeks. Thereafter, mice were injected IP with saline (vehicle) or 12.5 μg of the *Mboat7* substrate lipid 18:0 LPI (2 injections at 7 am and seven pm), and liver was collected 12 hr later. Hepatic RNA levels of *Mboat7* (**A**), *Cd11c* (**B**), *Desmin* (**C**), *Col1A1* (**D**), *Col1A2* (**E**), and *Acta2* (**F**) were measured by qPCR (n = 5; *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). Data are presented as mean ± S.E.M.

**Figure 8—figure supplement 3.**
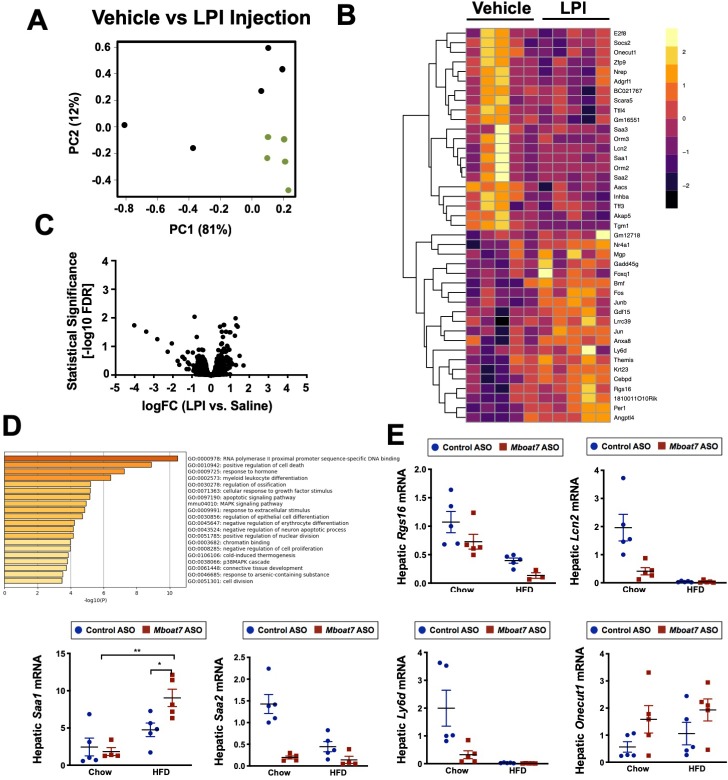
LPI lipids alter hepatic gene expression. C57BL/6 mice were fed chow and injected IP with saline (vehicle) or 12.5 μg of the *Mboat7* substrate lipid 18:0 LPI (2 injections at 7 am and seven pm), and liver was collected 12 hr later. Liver RNA was used for RNA-sequencing. Injection groups clustered by principal component analysis (**A**). Row-normalized expression for the top 50 DEGs are shown by heat map (**B**) while the volcano plot (**C**) summarizes log2 fold changes vs significance in response to *LPI injection* (n = 5; genes with FDR < 0.05 and fold change >2 were considered significantly differentially expressed). (**D**) Summary of significantly differentially regulated pathways in mice treated with a saline vehicle or 18:0 LPI. (**E**) qPCR validation of selected gene expression changes discovered in the RNA-sequencing analysis in both Chow and HFD-fed mice receiving Control or MBOAT7 ASOs for 20 weeks (n = 8–10; *p≤0.05, ***p≤0.001, ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.E.M., unless otherwise noted.

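The genes with the smallest p in these livers included Junb, a subunit of the AP-1 transcription factor, and Il6ra, the interleukin 6 receptor alpha chain, both higher with 18:0 LPI. Junb was at 20.0 ± 5.20 CPM (SD, n = 5) with 18:0 LPI and 9.75 ± 2.50 CPM (SD, n = 5) with saline. Il6ra was at 30.1 ± 2.73 CPM (SD, n = 5) against 21.9 ± 2.06 CPM (SD, n = 5). Tnnt1, which encodes slow skeletal troponin T, and Sall1, a zinc finger transcription factor, were also higher, and Tgm1, a transglutaminase, was lower. Junb was named as 1 of the 2 immediate-early genes with the smallest p in these data. The other 4 genes were chosen after their values were seen. These 5 genes passed an adjusted p of 0.05 by the edgeR exact test, with 4 higher and 1 lower. Their log2 fold changes were 1.03 for Junb, 0.46 for Il6ra, 1.14 for Tnnt1, 0.65 for Sall1 and -0.88 for Tgm1. The same 5 genes passed by the edgeR likelihood ratio test. The DESeq2 Wald test also gave 5 genes, with 4 higher and 1 lower, of which 4 were shared with the exact test. In place of Tnnt1, DESeq2 had Zfp36, which encodes an mRNA decay factor, with a log2 fold change of 0.68. By the edgeR quasi-likelihood test, 0 of 11864 genes passed, with 0 higher and 0 lower, and the smallest adjusted p was 0.504. The robust form of this test and limma-voom with quality weights also gave 0 genes. At an unadjusted p under 0.05 the quasi-likelihood test had 1008 genes, of which 428 were higher and 580 lower, where 593 would be expected by chance. Chance is not excluded for this excess, since 16 of 100 divisions of the mice into groups of 5, the real one included, gave as many. Without saline mice 2 and 3, and so with fewer mice, it had 547 genes, where 590 would be expected by chance. All 5 values of one group were above all 5 of the other in 139 genes, of which 50 were higher and 89 lower with 18:0 LPI. That is 1.17% of the genes tested, against 0.794% by chance. Without saline mice 2 and 3 the quasi-likelihood test still gave 0 genes and the exact test gave 5, which were Junb, Il6ra, Fos, Cxcl1 and Xlr4b, and DESeq2 gave 6, which were Junb, Il6ra, Fos, Cxcl1, Zfp36 and Cyr61. Of these, Fos, Xlr4b and Cyr61 were likewise chosen after their values were seen. Zfp36 and Cxcl1 were, like Junb, named for a small p within their lists in these data.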

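On the first principal component (PC1) of log2 CPM, saline mice 2 and 3 lay apart from the other 8 mice, and the remaining saline mice lay among the mice given 18:0 LPI. The scores of saline mice 2 and 3 were 29.2 and 40.0, those of the other saline mice were -13.5, -8.35 and -7.40, and those of the mice given 18:0 LPI ran from -24.7 to 9.49. The gene with the largest weight on this component was Moxd1, which encodes a monooxygenase, with 4.90% of the squared weights. It was followed by Cyp4a14, a PPAR alpha target, with 1.62% and Cyp2b9, a cytochrome P450, with 1.29%. Saa2 and Saa1 were also among the 10 genes of largest weight, with 0.837% and 0.757%, and the 27 acute phase genes held 3.13% in all. Moxd1, Cyp4a14 and Cyp2b9 were named after their weights were seen. PC1 held 46.0% of the variance and PC2 10.3%. Mean PC1 scores were -7.98 ± 13.7 (SD, n = 5) with 18:0 LPI and 7.98 ± 24.7 (SD, n = 5) with saline. This PC1 group difference of -15.97 (LPI minus saline) was within the spread between mice (exact permutation p = 0.246). The PC2 group difference was -7.58 (exact permutation p = 0.246), or 4.18 on the PC2 fitted anew without LPI mouse 10. The injection held 13.6% of the summed variance of the 11864 genes (exact permutation p = 0.246). That share ranked 31 among the 126 distinct ways of dividing the mice, whose mean was 11.1% and highest 28.5%. Without saline mice 2 and 3 the components were fitted anew, so PC1 was another axis, and its group difference was 3.26.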

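Genes of cholesterol synthesis had slightly and widely lower group means with 18:0 LPI, and immediate-early genes had higher ones. Neither list passed camera with an estimated correlation or the adjusted test of scores. Of 24 cholesterol synthesis genes, 23 had a negative log2 fold change (median -0.23), among them Sqle, the squalene epoxidase, at 111 ± 17.1 CPM (SD, n = 5) with 18:0 LPI against 149 ± 10.3 CPM (SD, n = 5) with saline. Msmo1, a sterol oxidase, was at 312 ± 17.1 CPM against 379 ± 38.3 CPM. None passed over all genes tested, and 11 passed, all lower, when adjusted over the list alone. Of 23 immediate-early genes, 19 had a positive log2 fold change (median 0.45). By the quasi-likelihood test, Junb, Zfp36, Fos, Jun and Nr4a1 passed when adjusted over the list alone, all higher, and none passed over all genes. Fos, Jun and Nr4a1 are named because they passed, after their values were seen. The cholesterol list was lower than other genes by camera (adjusted p = 1.0e-12, or adjusted p = 0.176 with an estimated correlation), and the immediate-early list was higher (adjusted p = 2.1e-11, or adjusted p = 0.171 with an estimated correlation). Without an estimated correlation, camera also passed a median of 10 of the 27 lists when the mice were divided into groups of 5 in other ways. Averaged within each mouse, the cholesterol score differed by -0.22 log2 units (exact permutation p = 0.0159) and the immediate-early score by 0.49 (exact permutation p = 0.00794), and both had an adjusted p of 0.107 over the 27 lists tested. In the cholesterol score the groups overlapped, with LPI mouse 7 at 0.065 and saline mouse 3 at 0.051. The count of 11 cholesterol genes was 7 without saline mouse 1 or 4, 6 without saline mouse 5, and 4, 0 and 3 without LPI mouse 6, 8 and 10.

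**Figure D2:**
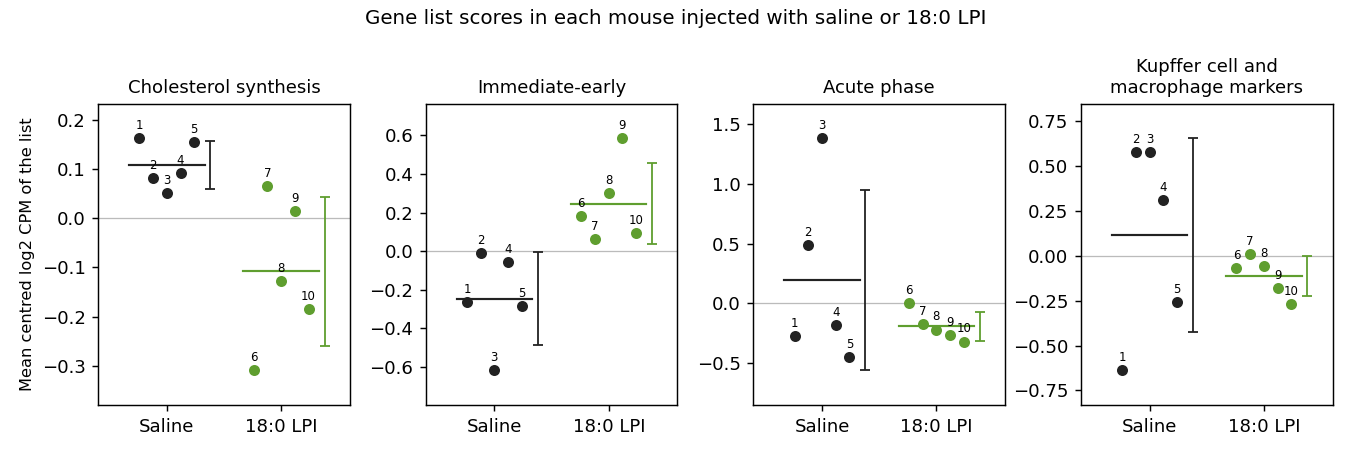
Score of 4 gene lists in the liver of each mouse injected with saline (black) or 18:0 LPI (green), as the mean over the list of log2 CPM centred on each gene's mean. Each point is 1 mouse with its number, lines are the means of the 5 mice of a group and bars their SD. All 5 mice given 18:0 LPI are above all saline mice in immediate-early genes, while acute phase genes are highest in saline mouse 3, at 1.38. In cholesterol synthesis LPI mouse 7 lies above saline mouse 3.

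Glucocorticoid-responsive genes were higher in 20 of 24 cases (median 0.43, camera adjusted p = 4.7e-06, or adjusted p = 0.328 with an estimated correlation). Per1, a clock gene that glucocorticoids induce, was at 15.6 ± 7.82 CPM (SD, n = 5) against 5.98 ± 3.19 CPM (SD, n = 5), and Cebpd, a transcription factor of the acute response, at 3.47 ± 0.89 CPM against 1.79 ± 0.82 CPM. Per1 is also among the 19 clock genes, of which 11 were higher and 8 lower (median 0.10, camera adjusted p = 0.0117, or adjusted p = 0.176 with an estimated correlation). The clock list did not pass without LPI mouse 7 (median 0.086). Of 27 acute phase genes, 22 were lower (median -0.31, camera adjusted p = 1.3e-04, or adjusted p = 0.551 with an estimated correlation). All 15 Kupffer cell and macrophage markers had a negative log2 fold change (median -0.35, camera adjusted p = 2.3e-04, or adjusted p = 0.551 with an estimated correlation), with Ctss at -0.35 and Adgre1, which encodes F4/80, at -0.38. The macrophage score was highest in saline mice 2 and 3, at 0.58 in each, the mice with the highest acute phase scores. Fatty acid oxidation genes were higher in 22 of 23 cases (median 0.20, camera adjusted p = 1.1e-05, or adjusted p = 0.551 with an estimated correlation), including Angptl4 at 0.95 and Ppara at 0.19. Xenobiotic metabolism genes were higher in 20 of 21 cases (median 0.18, camera adjusted p = 8.8e-05, or adjusted p = 0.398 with an estimated correlation). The oxidation and xenobiotic scores were lowest in saline mice 2 and 3. Of 27 stellate cell and matrix genes, 23 were higher (median 0.20, camera adjusted p = 2.3e-04, or adjusted p = 0.398 with an estimated correlation), with Col5a1 at 0.28. Of 17 inflammatory mediators, 12 were higher and 5 lower (median 0.09, camera adjusted p = 0.115, or adjusted p = 0.568 with an estimated correlation). They passed as higher without LPI mouse 10 (median 0.12), where camera was not run with an estimated correlation. Nfkbia was at 0.43 and Cxcl1 at 0.63. By the exact test without saline mice 2 and 3, Cxcl1 was at 1.37 and passed over all genes (adjusted p = 4.8e-07). By the quasi-likelihood test with all mice, no member of these lists passed over all genes. Adjusted over the list alone, only the immediate-early and cholesterol genes above passed among these lists. The lists were fixed before the data were examined but after the published heat map and volcano plot had been seen, so the acute phase list in particular is not independent evidence of its direction. At an adjusted p under 0.05 and a fold change over 2, the quasi-likelihood test gave 0 genes and the exact test 2, Junb and Tnnt1, while DESeq2 gave only Junb. At an unadjusted p under 0.05, 36 genes differed by over 2-fold, 15 higher and 21 lower, and 17 of the 21 had their highest values in saline mice 2 and 3. Without saline mouse 3 the acute phase list did not pass (median -0.12). Without both saline mice 2 and 3 it passed as higher by camera without an estimated correlation (median 0.069), though its score did not differ (exact permutation p = 0.357). The oxidation, xenobiotic and macrophage lists then did not pass (medians 0.016, 0.045 and -0.038), and the cholesterol and immediate-early medians were -0.25 and 0.40.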

### Steatosis Seen with *Mboat7* Knockdown is Associated with Reorganization of the Hepatic Lipid Droplet Lipidome and Proteome in vivo, and Alterations In Lipogenesis and Fatty Acid Oxidation in Cultured Cells

*Mboat7* loss of function results in a striking accumulation of neutral lipids including triglycerides and cholesteryl esters (Figure 2E–I), yet the mechanism(s) behind this are poorly understood. We therefore examined several potential mechanisms driving the mixed hepatic steatosis in *Mboat7* ASO-treated mice. First, we examined the expression of genes involved in lipogenesis, fatty acid oxidation, and cholesterol sensing and export under both fed and fasted conditions (Figure 9). Unlike many other models of hepatic steatosis, there were no significant alterations in lipogenic gene expression either in the fed or fasted state with *Mboat7* knockdown (Figure 9A). Unexpectedly, the expression of carnitine palmitoyl transferase 1 (Cpt1) was significantly elevated with *Mboat7* knockdown (Figure 9A), but this would not be expected to promote the accumulation of neutral lipids. The expression of enzymes involved in cholesterol biosynthesis (*Hmgcr* and *Hmcgs1*) were modestly reduced in *Mboat7* ASO-treated mice, but only in the fasted state (Figure 9A). In addition, expression of the cholesterol efflux regulator *Abca1* was elevated in *Mboat7* ASO-treated mice, but only in the fasted state. Altogether, these minor differences in hepatic gene expression are unlikely to be driving the lipid accumulation in Mboat7 ASO treated mice. Next, we evaluated whether *Mboat7* may influence the export of neutral lipids via packaging on nascent very low density lipoproteins (VLDL). However, *Mboat7* ASO-treated mice did not have significant differences in VLDL-TG secretion during a detergent block (Figure 9B). Furthermore, steady state plasma levels of triglycerides and total cholesterol were not significantly altered in *Mboat7* ASO-treated mice other than a minor reduction in cholesterol content in both low density lipoproteins (LDL) and high density lipoproteins (HDL) only in chow-fed cohorts (Figure 2—figure supplement 5). Another common cause of fatty liver is increased delivery of adipose-derived fatty acids to the liver, as is commonly seen with prolonged fasting and certain types of lipodystrophies. However, *Mboat7* knockdown did not alter basal or catecholamine-stimulated adipocyte lipolysis in vivo (Figure 9C), ruling out a role for altered adipose lipolysis as a contributing factor. Finally, we examined the possibility that MBOAT7 may be a determinate of metabolism locally at the surface of cytosolic lipid droplets to regulate hepatic steatosis, given that one recent study reported that MBOAT7 can localize to cytosolic lipid droplets (Mancina et al., 2016). We confirmed that MBOAT7 can indeed be found in lipid droplets isolated by sucrose gradient fractionation (Figure 9F), and plays a regulatory role in both the lipidome and proteome of cytosolic lipid droplets. Cytosolic lipid droplets isolated from *Mboat7* ASO-treated mice showed marked accumulation of 18:0 LPI and 20:4 LPI, but not 16:0 LPI or 18:1 LPI (Figure 9D). This is in stark contrast to what is seen in the whole liver, where *Mboat7* knockdown instead promotes accumulation of 16:0 LPI and 18:1 LPI (Figure 6D). Also, lipid droplets isolated from *Mboat7* ASO-treated mice have a reduced level of 38:4 PI but a reciprocal increase in 36:3 and 38:3 PI (Figure 9E), which is quite different when to compared to effects in whole liver (Figure 6E). In addition to alterations in the lipid droplet lipidome, *Mboat7* knockdown is associated with accumulation of several proteins involved in lipid synthesis and storage on isolated lipid droplets (Figure 9F). Both perilipin 2 and 3 (PLIN2 and PLIN3) were much more abundant on lipid droplets isolated from *Mboat7* ASO-treated mice, as were the critical lipid synthetic enzymes CTP:phosphocholine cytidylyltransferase α (CCTα) and glycerol-3-phosphate 4 (GPAT4). Given that recent reports have shown that lipid droplet targeting of CCTα and GPAT4 are critical regulators of the overall size and triglyceride storage capacity of lipid droplets (Guo et al., 2008; Krahmer et al., 2011; Wilfling et al., 2013), these proteomic alterations at the lipid droplet surface may to contribute to the hepatic steatosis seen in *Mboat7* ASO-treated mice. In order to understand cell autonomous effects of MBOAT7 lipid metabolism we generated MBOAT7-deficient cells via CRISPR-Cas9-mediated genome editing. Huh7 lacking MBOAT7 have increased lipid droplets upon fatty acid loading (Figure 10A,B). This lipid accumulation was due in part to increases in de novo lipogenesis rates (Figure 10C), and reciprocal decreases in fatty acid oxidation rates (Figure 10D). However, MBOAT-deficient Huh7 cells did not have altered turnover of stored triacylglycerol (Figure 10E) or cholesterol ester (Figure 10F).

**Figure 9.**
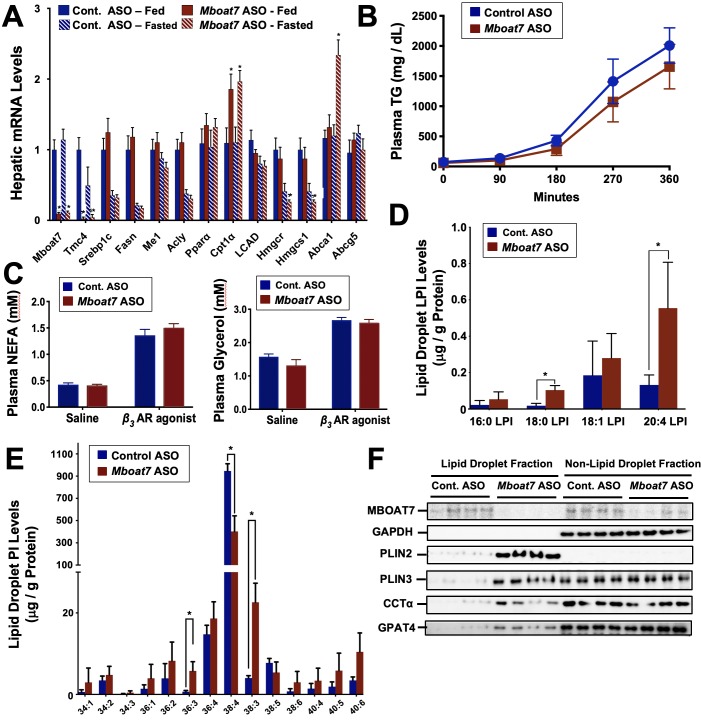
Mboat7 knockdown promotes hepatic steatosis by altering the lipidome and proteome of the cytosolic lipid droplets. Male C57BL/6 mice were fed either chow or a HFD for 12–20 weeks along with receiving a control non-targeting ASO or an ASO targeting the knockdown of *Mboat7*. (**A**) Mice were necropsied either in the fed or fasted (12 hr fast) state, and the hepatic expression of genes involved in lipogenesis, fatty acid oxidation, or sterol sensing analyzed using qPCR. (**B**) Plasma triglyceride (TG) secretion rate in mice administered Triton WR-1339 (tyloxapol). (**C**) Fed mice were treated with either saline vehicle or the β3-adrenergic receptor agonist CL316243 (0.1 mg/g body weight) to stimulate adipocyte lipolysis, and plasma glycerol and NEFA were measured after 15 min. Panels **D–F**), ASO-treated mice were fasted for 4 hr (from 9:00 a.m. to 1:00 p.m.) prior to necropsy, and hepatic lipid droplets were isolated using sucrose gradient fractionation to analyze both the lipidome and proteome of cytosolic lipid droplets. Lipid droplet fractions were extracted and analyzed by LC-MS/MS to quantify either lysophosphatidylinositol (**D**) or phosphatidylinositol (**E**) species on isolated lipid droplets. (**F**) Lipid droplet fractions were analyzed using Western blotting for MBOAT7, glycerol 3-phosphate dehydrogenase (as a non-lipid droplet fraction control), perilipin 2 (PLIN2), perilipin 3 (PLIN3), CTP:phosphocholine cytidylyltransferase α (CCTα), or glycerol-3-phosphate 4 (GPAT4); four individual mice per group are shown. Data are presented as mean ± S.E.M, (n = 4–6 per group; *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001; Two-way ANOVA with Tukey’s *post-hoc* test).

**Figure 10.**
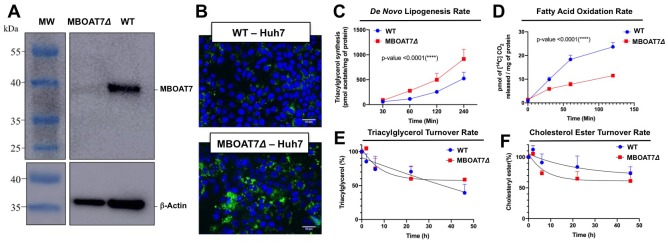
Genetic deletion of MBOAT7 in Huh7 cells results in cell autonomous alterations in lipogenesis and fatty acid oxidation. CRISPR-Cas9 gene editing was used to delete the *MBOAT7* gene from Huh7 hepatoma cells: (**A**), Immunoblot confirmation of genetic deletion of *MBOAT7* (*MBOAT7Δ*): Microsome were isolated from WT and *MBOAT7Δ*cells, and MBOAT7 protein levels were detected via Western blotting. (**B**) Fluorescent microscopy image of control and *MBOAT7Δ*-Huh7 cells were supplemented with 400 µM oleic acid for 24 hr. Following 24 hr of lipid loading, cells were washed with PBS and stained with Bodipy (493/503). Scale bar = 10 µm. (**C**) Effect of *MBOAT7Δ* on de novo lipogenesis: Control and *MBOAT7Δ-*Huh7 cells were incubated [^14^C]acetate in the presence of broad lipase inhibitors. Cells were harvested at various time point, lipids extracted and the incorporation of [^14^C]acetate into [^14^C]triacylglycerol. (**D**) Effect of *MBOAT7Δ* on complete fatty acid oxidation: The graph shows the amount of ^14^C-palmitic acid oxidized to ^14^C-CO (Mancina et al., 2016). (**E–F**), Effect of *MBOAT7Δ* on triacylglycerol (**E**) and cholesterol ester (**F**) hydrolysis: Control and *MBOAT7Δ*-Huh7 cells were incubated with 100 µM oleate complexed to bovine serum albumin + 1 µCi[^3^H]-cholesterol + 0.5 µCi-[^14^C]-oleate for 24 hr to label cellular cholesteryl ester and triacylglycerol pools to steady state. The supplemental fatty acids were withdrawn, and the cells were incubated with 6 µM triacsin C to inhibit triacylglycerol synthesis and re-esterificaiton. Cells were harvested, lipids were extracted and separated by thin layer chromatography to determine the turnover of cholesteryl esters and triacylglycerols. Data shown are mean ± S.E.M. and are representative of two separate experiments; ***p<0.0002, ****p<0.0001; two-way ANOVA with Bonferroni’s multiple comparisons test.

## Discussion

Given that several recent studies have found a strong link between the common rs641738 variant allele and liver disease progression, there is considerable interest in identifying the causative gene within this locus. Although the rs641738 polymorphisms maps to the first exon of the poorly annotated gene *TMC4*, this study is the first to demonstrate that genetic deletion of *Tmc4* does not result in hepatic steatosis. Instead, selective loss of function of the neighboring gene *Mboat7* is sufficient to sensitize mice to high fat diet-driven liver disease progression. The major findings of the current study include the following: (1) Genetic deletion of *Tmc4* does not alter hepatic lipid storage, (2) Hepatic expression of *MBOAT7* is reduced in obese humans and rodents, independent of rs641738 status, (3) *Mboat7* expression in mouse liver and adipose tissue is negatively correlated with obesity and insulin sensitivity across the strains represented in the Hybrid Mouse Diversity Panel, (4) *Mboat7* knockdown promotes hepatic steatosis, hepatocyte death, inflammation, and early gene expression profiles consistent with fibrosis, but this only happens when mice are challenged with a high fat diet, (5) *Mboat7* loss of function promotes striking hyperinsulinemia and hepatic insulin resistance, (6) *Mboat7* knockdown results in tissue-specific reorganization of its substrates (LPI) and product (PI) lipids, (7) LPI lipids can rapidly induce hepatic inflammatory and fibrotic gene expression programs in an *Mboat7*-dependent manner in mice, and (8) the hepatic steatosis seen with *Mboat7* knockdown is not related to differences in lipogenic gene expression, VLDL secretion, or tissue lipolysis, but instead may be related to alterations in hepatic lipid droplet accumulation of lipogenic enzymes (CCTα and GPAT4) that allow for expansion of large lipid droplets (Guo et al., 2008; Krahmer et al., 2011; Wilfling et al., 2013), and increased rates of de novo lipogenesis and reduced fatty acid oxidation. Collectively, these data support a role for *Mboat7*-driven acylation of LPI lipids as a key protective mechanism against obesity-linked NAFLD progression.

The MBOAT family of enzymes are critical players in determining the composition of fatty acids in cellular membranes, and are emerging as key players in cardiometabolic disease (Rong et al., 2013; Harayama et al., 2014). It is important to note that several other lysophospholipid acyltransferase enzymes have been linked to inflammatory diseases (Rong et al., 2013; Harayama et al., 2014). In particular, lysophosphatidylcholine acyltransferases (LPCAT1, LPCAT2, and LPCAT3) are known to regulate tissue inflammation and endoplasmic reticulum stress by altering arachidonic acid availability as well as determining membrane phosphatidylcholine saturation (Rong et al., 2013; Harayama et al., 2014). In fact, the lysophospholipid acyltransferase family sits at a critical signaling nexus, given that they can play key roles in the generation of arachidonic acid-derived lipid mediators as well as regulating the levels of lysophospholipid signaling lipids (Shindou and Shimizu, 2009; Shindou et al., 2009). Given the fact that MBOAT7 preferentially generates PUFA-enriched PIs it also has the unique potential to also impact phosphorylated PI species (PtdInsP, PtdInsP2, and PtdInsP3, etc.) (Anderson et al., 2013). In agreement with our findings with PI lipids (**Fil**) in *Mboat7* ASO-treated mice, global genetic deletion of *Mboat7* selectively lowers the 38:4 molecular species of PIPs, while increasing more saturated species (Anderson et al., 2013). Therefore, we cannot rule out that alterations in PIP-dependent signal transduction may also play a role in MBOAT7 loss of function-driven liver disease progression.

Unexpectedly, *Mboat7* knockdown did not significantly alter hepatic lipid storage or inflammation in chow-fed mice. Instead there is a clear unmasking of *Mboat7*-dependent fatty liver phenotypes only when mice are fed with a high fat diet. This could potentially indicate that unknown dietary factors play a regulatory role and limit hepatic LPIAT activity via unknown mechanisms (Figure 6A). Our data also support the idea that when mice, rats, and humans become obese *MBOAT7* expression is reduced to varying degrees (Figure 1A–C), indicating regulation either at the transcriptional of post-transcriptional level. Future work should focus on understanding how dietary factors and adiposity itself impacts *MBOAT7* expression and activity, and under what dietary and BMI conditions are *MBOAT7* polymorphisms predicted to be most deleterious. In humans, the rs641738 variant has been clearly linked to end stage fibrotic liver disease (Buch et al., 2015; Mancina et al., 2016; Luukkonen et al., 2016; International Liver Disease Genetics Consortium et al., 2016). However, an important limitation of our studies is that high fat diet feeding in mice is not sufficient to drive bridging fibrosis. In future studies, it will be important to examine how *Mboat7* loss of function impacts the development of fibrosis in appropriate fibrosis-prone animal models, and whether *Mboat7* expression in hepatic stellate cells plays a regulatory role in the progression from NASH to cirrhosis. From this study it is clear that MBOAT7 can diversify the inositol-containing phospholipids and the associated proteome on cytosolic lipid droplets, and this could in part explain the large lipid droplets that accumulate in *Mboat7* ASO-treated mice. It is interesting to note that the well-known PNPLA3 variant associated with fatty liver disease (I148M) accumulates on lipid droplets, and similarly reorganizes the lipidome and proteome to promote liver disease progression (BasuRay et al., 2019; Wang et al., 2019; Mitsche et al., 2018; BasuRay et al., 2017). Our findings here with MBOAT7-driven restructuring of the lipid droplet surface, and those recently published with PNPLA3 (BasuRay et al., 2019), suggest that alterations in lipid modifying enzyme access to the surface of cytosolic lipid droplets may be a common mechanism by which human fatty liver develops. Furthermore, we show that genetic deletion of *MBOAT7* in Huh7 hepatoma cells can promote cell autonomous increases in cytosolic lipid droplets, and this enhanced lipid storage is associated with augmented lipogenesis rates and reduced fatty acid oxidation rates. Our studies provide new clues into new therapeutic leads for advanced liver diseases.

Another particularly striking finding from the current study is that *Mboat7* knockdown promotes severe hyperinsulinemia (Figure 5B). Based on our results examining both insulin and C-peptide release during a glucose tolerance test (Figure 5B,C), it is reasonable to assume that *Mboat7* knockdown is enhancing glucose-stimulated insulin secretion (GSIS) in pancreatic β cells. However, it is important to note that *Mboat7* ASO treatment did not alter *Mboat7* expression (data not shown) or LPI/PI lipids in the pancreas (Figure 6—figure supplement 4). Therefore, it is tempting to speculate that ASO-mediated knockdown of *Mboat7* facilitates the production of an endocrine signaling lipid (possibly LPI) that may impact β cell GSIS. Interestingly, there are reports demonstrating that LPI lipids can stimulate β cell GSIS (Metz, 1986; Metz, 1988). It is interesting to note that expression of *Mboat7* in white adipose tissue is modestly negatively correlated with HOMA-IR in the hybrid mouse diversity panel (Figure 1F), yet ASO-mediated knockdown of *Mboat7* did not alter insulin signaling in adipose tissue (Figure 5F). These data suggest that additional studies are needed to clarify a potential role for Mboat7 in adipose tissue insulin sensitivity. Collectively, our data suggest that under conditions where MBOAT7 activity is suppressed (obesity or with the rs641738 variant) inefficient acylation of LPI substrate allows for these lipids to accumulate and initiate autocrine, paracrine, and potentially endocrine signaling that impact the progression of NAFLD and insulin resistance. Therefore, further investigation into the receptor system(s) that sense LPI lipids could hold therapeutic promise in liver disease and other associated metabolic diseases. Collectively, these studies identify MBOAT7-driven acylation of LPI lipids as an important modulator of both liver disease progression and associated type 2 diabetes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or Reference	Identifiers	Additional Information
Genetic reagent (*M. musculus*)	C57BL/6NJ - C57BL/6NJ-*Tmc4^em1(IMPC)J^*/Mmjax	Jackson Laboratory	Stock #: 46062-JAX; RRID:MGI:5882504; RRID: IMSR_JAX:032275	
Sequence-based reagent	Mboat7	Sigma		F: CATGCGGTACTGGAACATGA R: CCAGTAGGCGCTCAGCAG
Sequence-based reagent	Cyclophilin A	Sigma		F: CCTGCTCTCCTCTCACCTCCT R: TAGAAGCGCATGCGGAAGG
Sequence-based reagent	Mboat7	Sigma		F: atggcatgcgatactggaac R: agcatggtccaggcactc
Sequence-based reagent	Tmc4	Sigma		F: CGGTACATCCACAAACATGG R: GAGATCGTTCAGCACAGACG
Sequence-based reagent	Tnfα	Sigma		F: CCACCACGCTCTTCTGTCTAC R: AGGGTCTGGGCCATAGAACT
Sequence-based reagent	IL-1β	Sigma		F: AGTTGACGGACCCCAAAAG R: AGCTGGATGCTCTCATCAGG
Sequence-based reagent	Col1a2	Sigma		F: GCAGGTTCACCTACTCTGTCCT R: CTTGCCCCATTCATTTGTCT
Sequence-based reagent	α-SMA	Sigma		F: GTCCCAGACATCAGGGAGTAA R: TCGGATACTTCAGCGTCAGGA
Sequence-based reagent	Cd11c	Sigma		F: gagccagaacttcccaactg R: tcaggaacacgatgtcttgg
Sequence-based reagent	Srebp1c	Sigma		F: tctcactccctctgatgctac R: gcaaccactgggtccaatta
Sequence-based reagent	Col1a1	Sigma		F: ATGTTCAGCTTTGTGGACCTC R: CAGAAAGCACAGCACTCGC
Sequence-based reagent	Fas	Sigma		F: GCTGCGGAAACTTCAGGAAAT R: AGAGACGTGTCACTCCTGGACTT
Sequence-based reagent	Acc1	Sigma		F: CCTGAGGAACAGCATCTCTAAC R: GCCGAGTCACCTTAAGTACATATT
Sequence-based reagent	Scd1	Sigma		F: TTCCCTCCTGCAAGCTCTAC R: CAGAGCGCTGGTCATGTAGT
Sequence-based reagent	Cpt1a	Sigma		F: TCCATGCATACCAAAGTGGA R: TGGTAGGAGAGAGCAGCACCTT
Sequence-based reagent	Cgi58	Sigma		F: gcggtgatgaaagcgatg R: caccctgtcagccatcctg
Sequence-based reagent	Atgl	Sigma		F: CTTCCTCGGGGTCTACCACA R: GCCTCCTTGGACACCTCAATAA
Sequence-based reagent	Cd68	Sigma		F: ATCCCCACCTGTCTCTCTCA R: ACCGCCATGTACTCCAGGTA
Sequence-based reagent	F4/80	Sigma		F: GGATGTACAGATGGGGGATG R: CATAAGCTGGGCAAGTGGTA
Sequence-based reagent	Desmin	Sigma		F: GTGGATGCAGCCACTCTAGC R: TTGCCGCGATGGTCTCATAC
Sequence-based reagent	Rgs16	Sigma		F: AGGGCTCACCACATCTT R: AGGTTTGTCTTGGTCAGTTC
Sequence-based reagent	Lcn2	Sigma		F: ccatctatgagctacaagagaacaat R: tctgatccagtagcgacagc
Sequence-based reagent	Saa1	Sigma		F: CCAGGATGAAGCTACTCACCA R: TAGGCTCGCCACATGTCC
Sequence-based reagent	Saa2	Sigma		F: ACTATGATGCTGCCCAAAGG R: CTCTGCCGAAGAATTCCTGAAA
Sequence-based reagent	Ly6d	Sigma		F: CAACTGTAAGAACCCTCAGGTC R: CACTCTTTCCTCACCAGGTTC
Sequence-based reagent	Onecut1	Sigma		F: atcctcatgcccacctga R: cctgaattacttccattgctga
Sequence-based reagent	Fasn	Sigma		F: GTCACCACAGCCTGGACCGC R: CTCGCCATAGGTGCCGCCTG
Sequence-based reagent	Me1	Sigma		F: ggagctccaggtccttagaata R: tctgtcttgcaggtccattaac
Sequence-based reagent	Acly	Sigma		F: CTCACACGGAAGCTCATCAA R: TCCAGCATTCCACCAGTATTC
Sequence-based reagent	Pparα	Sigma		F: GGAGGCGTTTCCTGAGACC R: CAGCCACAAACGTCAGTTCAC
Sequence-based reagent	LCAD	Sigma		F: ccggttctttgaggaagtgaa R: agtgtcgtcctccaccttctc
Sequence-based reagent	Hmgcr	Sigma		F: CTTGTGGAATGCCTTGTGATTG R: AGCCGAAGCAGCACATGAT
Sequence-based reagent	Hmgcs1	Sigma		F: GCCGTGAACTGGGTCGAA R: GCATATATAGCAATGTCTCCTGCAA
Sequence-based reagent	Abca1	Sigma		F: GGGCTGCCACCTCCTCAGAGAAA R: CACATCCTCATCCTCGTCATTC
Sequence-based reagent	Abcg5	Sigma		F: TCCTGCATGTGTCCTACAGC R: ATTTGCCTGTCCCACTTCTG
Sequence-based reagent	CycloA	Sigma		F: gcggcaggtccatctacg R: gccatccagccattcagtc
Sequence-based reagent	MBOAT7	Sigma	*MBOAT7*-E5-Nick-5F	CACCGTCCATCAGGGAGGGCACGTC
Sequence-based reagent	MBOAT7	Sigma	*MBOAT7*-E5-Nick-5R	AAACGACGTGCCCTCCCTGATGGAC
Sequence-based reagent	MBOAT7	Sigma	*MBOAT7*-E5-Nick-3F	CACCGCAGCTACAGCTACTGCTACG
Sequence-based reagent	MBOAT7	Sigma	*MBOAT7*-E5-Nick-3R	AAACGTAGCAGTAGCTGTAGCTGC
Antibody	Anti-MBOAT7 (Rat monoclonal)	PMID: 23097495	RRID:AB_2813851	1:1000
Antibody	Anti-pIRβ^Y1150/1151^(Rabbit monoclonal)	Cell Signaling	RRID: AB_331253	1:1000
Antibody	Anti-TMC4 (Rabbit polyclonal)	Thermo Fisher	Cat#: OSR00225W; RRID: AB_2204190	1:500
Antibody	Anti-IRβ (Rabbit monoclonal)	Cell Signaling	Cat#: 3025S; RRID: AB_2280448	1:1000
Antibody	Anti-pAkt^S473^(rabbit polyclonal)	Cell Signaling	Cat#: 9271S; RRID: AB_329825	1:1000
Antibody	Anti-pAkt^T308^(Rabbit monoclonal)	Cell Signaling	Cat#: 13038S; RRID: AB_2629447	1:1000
Antibody	Anti-Akt (Rabbit polyclonal)	Cell Signaling	Cat#: 9272S; RRID: AB_329827	1:1000
Antibody	Anti-PLIN2 (Rabbit polyclonal)	Novus Biologicals	Cat#: NB110-40877; RRID: AB_787904	1:1000
Antibody	Anti-PLIN3 (Rabbit polyclonal)	Novus Biologicals	Cat#: NB110-40764; RRID: AB_715116	1:1000
Antibody	Anti-CCTα (Rabbit monoclonal)	Cell Signaling	Cat#: 6931; RRID: AB_10830058	1:1000
Antibody	Anti-GPAT4 (Rabbit Polyclonal)	Novus BIologicals	Cat#: NB100-2390; RRID: AB_2273811	1:1000
Antibody	Anti-GAPDH-HRP (Rabbit monoclonal)	Cell Signaling	Cat#: 8884; RRID: AB_11129865	1:5000
Antibody	Anti-β-Actin-HRP (Mouse monoclonal)	Proteintech	Cat#: HRP-60008; RRID: AB_2289225	1:5000
Antibody	Anti-CD3e-APC-Cy7 (Hamster monoclonal)	BD Pharm; clone: 145–2 C11	Cat#: 557596; RRID: AB_396759	1:100
Antibody	Anti-CD4-Alexa Fluor 700 (Rat monoclonal)	BD Pharm; clone: RM4-5	Cat#: 557308; RRID: AB_396634	1:100
Antibody	Anti-CD8a-PE-Cy7 (Rat monoclonal)	eBiosciences; clone: 53–6.7	Cat#: 25-0081-81; RRID: AB_469583	1:100
Antibody	Anti-Cd11b-PE-Cy7 (Rat monoclonal)	BD Pharm	Cat#: 552850; RRID: AB_394491	1:100
Antibody	Anti-Cd11c-PE-CF 594 (Hamster monoclonal)	BD Pharm	Cat#: 562454; RRID: AB_2737617	1:100
Antibody	Anti-CD206 Alexa Fluor 647 (Rat monoclonal)	Biolegend	Cat#: 141712; RRID: AB_10900420	1:100
Antibody	Anti-rabbit IgG HRP (Donkey)	GE-Healthcare	Cat#: NA934-100UL; RRID: AB_772206	1:5000
Antibody	Anti-rat IgG HRP (Goat)	Santa Cruz	Cat#: SC-2006; RRID: AB_1125219	1:5000
Antibody	IRDye 800 anti-Rabbit IgG (Goat)	LiCor	Cat#: 926–32211; RRID: AB_621843	1:10,000
Sequence-based reagent	Mboat7	Ionis		
Commercial assay or kit	Supersignal West Pico Plus substrate	Thermo Fisher	34577	
Commercial assay or kit	AST kit	Sekisui Diagnostics	319–30	
Commercial assay or kit	ALT kit	Sekisui Diagnostics	318–30	
Commercial assay or kit	Liver TG	Wako	994–02891	
Commercial assay or kit	Free Cholesterol	Wako	993–02501	
Commercial assay or kit	Phospholipid C	Wako	433–36201	
Commercial assay or kit	Total Cholesterol	Fisher Sci	TR134321	
Commercial assay or kit	Insulin ELISA	Millipore	EZRMI-13K	
Commercial assay or kit	C-Peptide ELISA	Crystal Chem	90050	
Chemical compound, drug	16:0 LPI	Avanti Polar Lipid, Inc	850102P	50 μM
Chemical compound, drug	18:0 LPI	Avanti Polar Lipid, Inc	850104P	50 μM
Chemical compound, drug	18:1 LPI	Avanti Polar Lipid, Inc	850100P	50 μM
Chemical compound, drug	Arachidonyl Coenzyme A [arachidonyl-1–14C]; 50–60 mCi/mmol1.85–2.22 GBq/mmol	American Radiolabeled Chemicals	ARC 0519	0.025 µCi
Other	TLC silica gel Plate 60 F254	Millipore Triton WR-1339	1055540001	reagent
Chemical compound, drug	Βeta-3 AR Agonist	Sigma	C5976-5mg	
Chemical compound, drug	Tyloxapol	Sigma	T0307-10G	500 mg/kg
Peptide, recombinant protein	Insulin	Sigma	I2643	0.35 U/kg

### Human *MBOAT7* expression levels in lean and obese subjects

The majority of subjects recruited to examine MBOAT7 expression levels were morbidly obese bariatric surgery patients, but we were able to obtain liver biopsies from 10 subjects with a BMI under 30 as normal weight controls. For recruitment, adult patients undergoing gastric bypass surgery at Wake Forest School of Medicine were consented via written consent and enrolled by a member of the study staff following institutionally approved IRB protocols as previously described (Shores et al., 2011). Exclusion criteria included: positive hepatitis C antibody, positive hepatitis B surface antigen, history of liver disease other than NAFLD, Childs A, B, or C cirrhosis, past or present diagnosis/treatment of malignancy other than non-melanocytic skin cancer, INR greater than 1.8 at baseline or need for chronic anticoagulation with warfarin or heparin products, use of immunomodulation for or history of inflammatory diseases including but not limited to malignancy, rheumatoid arthritis, psoriasis, lupus, sarcoidosis and inflammatory bowel disease, and greater or equal to seven alcohol drinks per week or three alcoholic drinks in a given day each week. In addition to bariatric surgery patients, a small number of non-obese subjects (body mass index <30.0) consented to liver biopsy during elective gall bladder removal surgery (n = 10). Each subject was assigned a unique identifier which was used throughout the study and did not include any identifiable information about the patient such as name, address, telephone number, social security number, medical record number or any of the identifiers outlined in the HIPAA Privacy Rule regulations. Only the principal investigator had access to the code linking the unique identifier to the study subject. Basic clinical information was obtained via self-reporting and a 15 ml baseline blood sample was obtained at the time of enrollment. A subset of this cohort has been previously described (Schugar et al., 2017; Shores et al., 2011). At the time of surgery, the surgeon collected a roughly 1-gram sample from the lateral left lobe. Wedge biopsies were rinsed with saline and immediately snap frozen in liquid nitrogen in the operating room before subsequent storage at −80°C. For data shown in Figure 7 showing levels of MBOAT7 substrate and product lipids, de-identified patient samples from the Cleveland Clinic hepatology clinic (IRB # 10–947) were analyzed. These patients had biopsy proven Ishak fibrosis scores (Ishak et al., 1995) of 0 (normal) or 4 (advanced fibrosis). For analysis of hepatic *MBOAT7* expression, RNA isolated from liver biopsies were used for quantitative real time PCR (qPCR) as described below.

### Rat studies of diet-induced obesity

Sprague Dawley Rats were received at 12 weeks of age and were housed in individual cages, kept at a constant temperature and ambient humidity in a 12-h light/dark cycle. Animals were then randomly assigned to either a standard chow diet or a high-fat diet (D12492, 60% fat, Research Diets, New Brunswick, NJ, USA) ad libitum to establish diet-induced obesity as previously described (Schugar et al., 2017). After 6 months of HFD-feeding, livers were excised for standard qPCR analysis of *Mboat7* expression.

### Hybrid Mouse Diversity Panel

92 inbred strains of 8-week-old male mice (180 individual mice) were fed a high fat, high sucrose diet (D12266B, Research Diets, New Brunswick, NJ) for 8 weeks before tissue collection (Parks et al., 2013). Gene expression of *Mboat7* in white adipose tissue and liver were measured and correlated with obesity related traits using biweight midcorrelation analysis as previously described (International Liver Disease Genetics Consortium et al., 2016).

### Mouse studies of Mboat7 loss of function

To explore the role of *Mboat7* in diet-induced obesity, NAFLD progression, and insulin resistance, we utilized an in vivo knockdown approach in 8 week old adult mice. Selective knockdown of *Mboat7* was accomplished using 2’-O-ethyl (cET) modified antisense oligonucleotides (ASO). All ASOs used in this work were synthesized, screened, and purified as described previously (Crooke et al., 2005) by Ionis Pharmaceuticals, Inc (Carlsbad, CA). For *Mboat7* knockdown studies, adult (8 week old) male C57BL/6 mice were purchased from Jackson Labs (Bar Harbor, ME USA), and maintained on either a standard rodent chow diet or a high fat diet (HFD, D12492 from Research Diets Inc) and injected intraperitoneally biweekly with 12.5 mg/kg of either non-targeting control ASO or one of two independent ASOs directed against murine *Mboat7* for a period of 20 weeks. Similar results were seen with two independent ASOs targeting different regions of the *Mboat7* mRNA, hence key data using one *Mboat7* ASO are shown. All mice were maintained in an Association for the Assessment and Accreditation of Laboratory Animal Care, International-approved animal facility, and all experimental protocols were approved by the Institutional Animal Care and use Committee of the Cleveland Clinic (IACUC protocols # 2015–1519 and # 2018–2053).

### Studies in global *Tmc4* knockout mice

Global *Tmc4* knockout mice (C57BL/6NJ-*Tmc4^em1(IMPC)J^*/Mmjax) were provided by the Knockout Mouse Phenotyping Program (KOMP) at The Jackson Laboratory using CRISPR technology. Briefly, guide RNAs (GGAACCAGACCTTTTCCCAA and GAGTCAGCGTCAGAAAATGA) were designed to insert create a 277 bp deletion in exon 3 of the transmembrane channel-like gene family 4 (*Tmc4*) gene beginning at Chromosome 7 position 3,675,326 bp and ending after 3,675,602 bp (GRCm38/mm10). The mutation is predicted to delete ENSMUSE00001301550 (exon 3) and 131 bp of flanking intronic sequence, including the splice acceptor and donor, and is predicted to cause a change of amino acid sequence after residue 87 and early truncation six amino acids later. Guide RNAs and Cas9 nuclease were introduced into C57BL/6NJ-derived fertilized eggs with well recognized pronuclei. Embryos were transferred to pseudopregnant females. Correctly targeted pups were identified by sequencing and further bred to C57BL/6NJ (Stock No. 005304) to develop the colony. Once the stock mice arrived at the Cleveland Clinic heterozygous mice were intercrossed to generate additional heterozygous (*Tmc4*^+/-^) and homozygous wild type (*Tmc4*^+/+^) and knockout (*Tmc4*^-/-^) progeny. In addition to wild type mice on the mixed C57BL/6NJ background, we also studied parallel wild type mice on a pure C57BL/6J strain to increase sample size of experimental controls. Experimental mice were fed a high fat diet for 2 weeks prior to necropsy for analysis of hepatic steatosis.

### Standardized necropsy conditions

To keep results consistent, the vast majority of experimental mice were fasted for 4 hr (from 9:00 a.m. to 1:00 p.m.) prior to necropsy. For the fasting versus fed experiments, fed mouse tissue were collected at the beginning of the light cycle (7:00 a.m.) in ad libitum fed mice, whereas the fasted group had food removed at 7:00 p.m. and were necropsy after a 12 hr fast (7:00 a.m.). At necropsy, all mice were terminally anesthetized with ketamine/xylazine (100–160 mg/kg ketamine-20–32 mg/kg xylazine), and a midline laparotomy was performed. Blood was collected by heart puncture. Following blood collection, a whole body perfusion was conducted by puncturing the inferior vena cava and slowly delivering 10 ml of saline into the heart to remove blood from tissues. Tissues were collected and immediately snap frozen in liquid nitrogen for subsequent biochemical analysis or fixed for morphological analysis.

### Plasma ALT and AST analysis

To determine the level of hepatic injury in mice fed chow and HFD with ASO treatment for 20 weeks, plasma was used to analyze aminotransferase (AST) and alanine aminotransferase (ALT) levels using enzymatic assays (Sekisui Diagnostics, Lexington, MA, USA).

### In vivo measurement of adiposity and lean mass

Quantitation of lean and fat mass were done using an EchoMRITM-130 Body Composition Analyzer (EchoMRI International).

### Isolation and characterization of lipid droplets from mouse liver

Hepatic LDs were isolated by sucrose gradient centrifugation as we have previously described (Ferguson et al., 2017). Approximately 100 mg of tissue was minced with a razor blade on a cold surface. Minced tissue was transferred to a Potter-Elvehjem homogenizer, and then 200 μl of 60% sucrose was added to the tissue sample and incubated on ice for 10 min. Next, 800 μl of lysis buffer was added and mixed, and then incubated on ice for 10 min. Samples were homogenized with five strokes of a Teflon pestle and transferred to a 2 ml centrifuge tube. Lysis buffer (600 μl) was carefully layered on top of homogenate and centrifuged for 2 hr at 20,000 *g* at 4°C. The tube was then frozen at −80°C and cut at the 1,000 μl mark. The bottom piece of the centrifuge tube contained the non-LD fraction, which was allowed to thaw before being transferred to a new tube. The LD fraction was collected by cutting an ∼4–6 mm piece from the top of the ice cylinder and placing it in a new 2 ml tube. To increase the purity of the LD fraction, this process was repeated once more. Briefly, 200 μl of 60% sucrose was added to the LD fraction. Next, 800 μl of lysis buffer was added and mixed followed by careful layering with 600 μl of lysis buffer and then centrifugation for 2 hr at 20,000 *g* at 4°C. After freezing at −80°C, the tube was cut and the LD fraction was collected by cutting an ∼4–6 mm piece from the top of the ice cylinder and placing it in a new tube. Protein analysis was performed using the modified Lowry assay, as previously described (Ferguson et al., 2017), and Western blotting was performed as described below. MBOAT7 substrate (lysophosphatidylinositol) and product (phosphatidylinositol) lipids in the LD fraction were extracted and quantified using the targeted LC-MS/MS methods described below.

### Quantitation of phosphatidylinositol (PI) and lysophosphatidylinositol (LPI) lipids

A targeted lipidomic assay for LPI and PI lipids was developed using HPLC on-line electrospray ionization tandem mass spectrometry (LC/ESI/MS/MS). Plasma and tissues (liver, brain, pancreas) from mice fed chow or HFD with ASO injections for 20 weeks were analyzed for precise detection of LPI and PI species (Figure 6; Figure 6—figure supplements 1–4). Moreover, plasma LPI levels were measured over time after intraperitoneal injections of 18:0 and 18:1 LPI (Figure 8—figure supplement 1). *Standard Solutions:* The standards used in this assay were all purchased from Avanti Polar Lipids (LPI-16:0, LPI-18:0, LPI-18:1, LPI-20:4, PI-38:4). Internal standards used for these analyses were LPI-17:1, PI-34:1-d31; all of which were purchased from Avanti Polar Lipids. Standard LPI and PI species at concentrations of 0, 5, 20, 100, 500 and 2000 ng/ml were prepared in 90% methanol containing two internal standards at the concentration of 500 ng/ml. The volume of 5 μl was injected into the Shimadzu LCMS-8050 for generating the internal standard calibration curves. *HPLC Parameters:* A silica column (2.1 × 50 mm, Luna Silica, 5 μm, Phenomenex) was used for the separation of PI and LPI species. Mobile phases were A (water containing 10 mM ammonium acetate) and B (acetonitrile containing 10 mM ammonium acetate). Mobile phase B at 95% was used from 0 to 2 min at the flow rate of 0.3 ml/min and then a linear gradient from 95% B to 50% B from 2 to 8 min, kept at 50% B from 8 to 16 min, 50% B to 95% B from 16 to 16.1 min, kept 95% B from 16.1 to 24 min. *Mass Spectrometer Parameters:* The HPLC eluent was directly injected into a triple quadrupole mass spectrometer (Shimadzu LCMS-8050) and the analytes were ionized (ESI negative mode). Analytes were quantified using Selected Reaction Monitoring (SRM) and the SRM transitions (m/z) were 571 → 255 for LPI-16:0, 599 → 283 for LPI-18:0, 597 → 281 for LPI-18:1, 619 → 303 for LPI-20:4, 885 → 241 for PI-38:4, 583 → 267 for internal standard LPI-17:1, and 866 → 281 for internal standard PI-34:1-d31. *Data Analysis:* Software Labsolutions LCMS was used to get the peak area for both the internal standards and LPI and PI species. The internal standard calibration curves were used to calculate the concentration of LPI and PI species in the samples. All plasma LPI and PI species were normalized to the PI-34:1-d31 internal standard, while all tissue LPI species were normalized to the 17–1 LPI internal standard and all tissue PI species were normalized to the PI-34:1-d31 internal standard.

### Shotgun lipidomics to examine alterations in major phospholipid species

To more broadly examine the molecular lipid species in *Mboat7* knockdown livers we utilized a shotgun lipidomics method for semi-quantitation of multiple lipid species using a method we have previously described (Gromovsky et al., 2018). All the internal standards were purchased from Avanti Polar Lipids, Inc (700 Industrial Park Drive, Alabaster, Alabama 35007, USA). Ten internal standards (12:0 diacylglycerol, 14:1 monoacylglycerol, 17:0 lysophosphatidylcholine, 17:0 phosphatidylcholine, 17:0 phosphatidic acid; 17:0 phosphatidylethanolamine, 17:0 phosphatidylglycerol, 17:0 sphingomyelin, 17:1 lysosphingomyelin, and 17:0 ceramide) were mixed together with the final concentration of 100 μM each. Total hepatic lipids were extracted using the method of Bligh and Dyer, with minor modifications. In brief, 50 μL of 100 μM internal standards were added to tissue homogenates and lipids were extracted by adding by adding MeOH/CHCl3 (v/v, 2/1) in the presence of dibutylhydroxytoluene (BHT) to limit oxidation. The CHCl_3_ layer was collected and dried under N_2_ flow. The dried lipid extract was dissolved in 1 ml the MeOH/CHCl_3_ (v/v, 2/1) containing 5 mM ammonium acetate for injection. The solution containing the lipid extract was pumped into the TripleTOF 5600 mass spectrometer (AB Sciex LLC, 500 Old Connecticut Path, Framingham, MA 01701, USA) at a flow rate of 40 μL/min for 2 min for each ionization mode. Lipid extracts were analyzed in both positive and negative ion modes for complete lipidome coverage using the TripleTOF 5600 System. Infusion MS/MSALL workflow experiments consisted of a TOF MS scan from m/z 200–1200 followed by a sequential acquisition of 1001 MS/MS spectra acquired from m/z 200 to 1200. The total time required to obtain a comprehensive profile of the lipidome was approximately 10 min per sample. The data was acquired with high resolution (>30000) and high mass accuracy (~5 ppm RMS). Data processing using LipidView Software identified 150–300 lipid species, covering diverse lipids classes including major glycerophospholipids and sphingolipids. The peak intensities for each identified lipid, across all samples were normalized against an internal standard from same lipid class for the semi-quantitation purpose.

### Identification and quantification of AA-Derived lipid mediators by LC-MS/MS

In order to quantitate the abundance of lipid mediators generated from arachidonic acid, livers collected from C57BL/6 mice exposed to each treatment condition were subjected to solid phase extraction (SPE) and targeted liquid chromatography-tandem mass spectrometry (LC-MS/MS) as previously described in detail (Dalli et al., 2018) Briefly, tissue was minced in ice-cold methanol containing internal deuterated standards (d_4_-LTB_4_, d_4_-PGE_2_ and d_5_-LXA_4_) used to assess extraction recovery. Samples were loaded on C18 SPE cartridges and eluted methyl formate fractions were concentrated under a gentle stream of N_2_ gas. Samples were then resuspended in methanol:water (50:50) and analyzed using a high performance liquid chromatograph (HPLC, Shimadzu) coupled to a QTrap5500 mass spectrometer (AB Sciex) operating in negative ionization mode. Lipid mediators were identified using specific multiple reaction monitoring transitions, retention time, and diagnostic fragmentation spectra as compared with authentic standards. Quantification of lipid mediators was accomplished using calibration curves constructed with external standards for each mediator.

### RNA sequencing and analysis

RNA was isolated via RNAeasy lipid tissue mini kit (Qiagen) from livers in which mice were fed a high-fat diet and treated with ASOs for 20 weeks. RNA samples were checked for quality and quantity using the Bio-analyzer (Agilent). RNA-SEQ libraries were generated using the Illumina mRNA TruSEQ Directional library kit and sequenced using an Illumina HiSEQ4000 (both according to the Manufacturer’s instructions). RNA sequencing was performed by the University of Chicago Genomics Facility. Raw sequence files will be deposited in the Sequence Read Archive before publication (SRA). Single-ended 50 bp reads were trimmed with Trim Galore (v.0.3.3, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore) and controlled for quality with FastQC (v0.11.3, http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc) before alignment to the *Mus musculus* genome (Mm10 using UCSC transcript annotations downloaded July 2016). Reads were aligned using STAR in single-pass mode (v.2.5.2a_modified, https://github.com/alexdobin/STAR) (Dobin et al., 2013) with standard parameters but specifying ‘--alignIntronMax 100000 --quantMode GeneCounts’. Overall alignment ranged from 88–99% with 61–75% mapping uniquely. Transcripts with fewer than one mapped read per million (MMR) in all samples were filtered out before differential expression (DE) analysis. The filtering step removed 12,692/24,411 transcripts (52%). Raw counts were loaded into R (http://www.R-project.org/) (R Development Core Team, 2015) and edgeR (Robinson et al., 2010) was used to perform upper quantile, between-lane normalization, and DE analysis. Values generated with the cpm function of edgeR, including library size normalization and log2 conversion, were used in figures. Heat maps were generated using pheatmap (Kolde, 2015). DAVID (v.6.8) (Huang et al., 2009) was used to identify enriched functional annotations in DE gene ID lists relative to the set of ‘expressed’ genes (defined as having a median count across samples > 1 read per million mapped). Functional annotation to gene ontology was also performed using Ingenuity-IPA software (Ingenuity Systems, Inc Redwood City, CA.) as previously described (Thomas and Bonchev, 2010).

### Glucose and insulin tolerance tests

Glucose and insulin tolerance tests were conducted as previously described (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b; Izem and Morton, 2009; Helsley et al., 2016) in male mice following 20 weeks of concurrent chow and HFD-feeding with ASO treatment. During the glucose tolerance test plasma insulin and C-peptide levels were measured via ELISA following manufacturer’s instructions (Millipore).

### Plasma lipid and lipoprotein analyses

Total plasma triacylglycerol levels (L-Type TG M, Wako Diagnostics) and total plasma cholesterol levels were quantified enzymatically (Infinity Cholesterol Reagent, Thermo/Fisher). The distribution of cholesterol across lipoprotein classes was performed by fast-protein liquid chromatography (FPLC) using tandem superose-6 HR columns coupled with an online enzymatic cholesterol quantification as previously described (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b; Izem and Morton, 2009; Helsley et al., 2016).

### In vivo insulin signaling studies

WT mice were fed a HFD for 20 weeks while injected with control or *Mboat7* targeted ASOs. At 20 weeks, mice were fasted overnight (7 p.m. to 7 a.m.) and were injected with saline or 0.35 U/kg insulin into the portal vein for 5 min, as previously described (Lord et al., 2016). After 5 min, mice were euthanized and tissues were collected for protein isolation and western blot analysis.

### Measurement of hepatic Very Low Density Lipoprotein (VLDL) Triglyceride Secretion in vivo

Control and *Mboat7* ASO-treated mice were fasted overnight, and the following morning rec were injected with 500 mg/kg Triton WR-1339 (tyloxapol, Sigma). and blood was collected every 90 min thereafter. To measure hepatic VLDL secretion, serum TG levels were measured using enzymatic biochemical assays at each time point as described below.

### General biochemical plasma and hepatic lipid analysis

Extraction of liver lipids and quantification of total plasma and hepatic triglycerides, cholesterol, and cholesterol esters was conducted using enzymatic assays as described previously (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b; Izem and Morton, 2009).

### Lysophosphatidylinositol acyltransferase biochemical assay

[1-^14^C]-arachidonyl-CoA was obtained from American Radiolabeled Chemicals. Lysophosphatidylinositol (LPI) substrates (16:0 LPI, 18:0 LPI, and 18:1 LPI) and lipid standards used in the enzyme assays were obtained from Avanti Polar Lipids. Liver microsomes isolated from *Mboat7* ASO and control ASO treated mice on both chow and high fat diet was used to measure LPIAT activity. The assay buffer contained 50 mM Tris-HCL (pH 8.0), 150 mM NaCl, 50 μM 18:0-LPI, 20 μM [1-^14^C]arachidonyl-CoA (0.025 µCi), and 15 µg of the microsomes in a total volume of 100 µL. Substrate was prepared in CHAPS (0.01 mM final concentration). The assay mixture was incubated for 30 min at 37°C, and the reaction was stopped by the addition of 1:2:1 (v/v/v) chloroform:methanol:2% orthophosphoric acid. The lipids were extracted and separated on a silica–TLC plate using chloroform/acetone/acetic acid/methanol/water (50:20:15:10:5, v/v) as the solvent system. The individual lipid molecules were identified by migration with respect to standards. Enzymatic products were monitored by autoradiogram, corresponding spots were scraped from the TLC plate, and the radioactivity was quantified with a liquid scintillation counter.

### Immunoblotting

Whole tissue homogenates were made from tissues in a modified RIPA buffer as previously described (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b; Izem and Morton, 2009), and protein was quantified using the bicinchoninic (BCA) assay (Pierce). Proteins were separated by 4–12% SDS-PAGE, transferred to polyvinylidene difluoride (PVDF) membranes, and proteins were detected after incubation with specific antibodies as previously described (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b; Izem and Morton, 2009). Quantification of blots was performed using ImageJ software (National Institute of Health). Information of antibodies is provided in the key resource table.

### Real-Time PCR analysis of gene expression

Tissue RNA extraction was performed as previously described for all mRNA analyses (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b; Izem and Morton, 2009). qPCR analyses were conducted as previously described (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b), and mRNA expression levels were calculated based on the ΔΔ-CT method. qPCR was conducted using the Applied Biosystems 7500 Real-Time PCR System. Primers used for qPCR are listed in the Key Resource Table.

### Histological analysis

Hematoxylin and eosin (H and E) staining of paraffin-embedded liver sections was performed as previously described (Warrier et al., 2015; Brown et al., 2010; Brown et al., 2008a; Brown et al., 2008b; Izem and Morton, 2009). Histopathologic evaluation was scored in a blinded fashion by a board-certified pathologist with expertise in gastrointestinal/liver pathology (Daniela S. Allende – Cleveland Clinic).

### Quantification of hepatic immune cell populations by flow cytometry

After 20 weeks of HFD-feeding and ASO injections, livers were excised, washed with 1X PBS, and immediately placed into RPMI with Type IV Collagenase (Sigma Aldrich, St. Louis, Missouri, Lot# 087K8630) and DNase I (Roche, Mannheim, German) for 45 min at 37° C. Digested clumps of liver were pressed through a 70 um strainer and washed with RPMI with 10% FBS. Cells were centrifuged at 50 g for 10 min; supernatant was then centrifuged at 50 g for 7 min. To pellet the NPC fraction, cells were centrifuged at 300 g for 7 min. Cells were resuspended in BD Pharm Lyse (BD Biosciences, San Jose, California) for 5 min on ice. Cells were washed with RPMI with 10% FBS and centrifuged at 300 g for 10 min. (Gibbons MA, American Journal of Respiratory and Critical Care Medicine, 184, 2011). For flow cytometry, cells were resuspended in FACS buffer (1x PBS, 1% BSA, 0.05% sodium azide). Cells were aliquoted into 96 well plates at a concentration of ~1×10^6^ cells/mL. Cells were centrifuged at 830 x g for 4 min, resuspended in 50 µl FACS buffer containing 0.5 ug of Fcγ Block (clone 93, eBioscience, San Diego, California), and incubated for 15 min at room temperature. After blocking, cells were stained with a fluorochrome-conjugated antibody panel CD206, Ly6c, CD3, CD4, CD8, CD11b, and CD11c. – all described in the Key Resource Table) for 30 min at 4° C in the dark. Cells were washed and centrifuged at 830 x g for 4 min twice with FACS buffer. Stained cells are resuspended in 200 µl of 1% paraformaldehyde and kept in the dark at 4°C overnight. Stained cells were centrifuged at 830 x g for 5 min. Stained cells were resuspended in 300 µl of FACS buffer, and data were collected on a LSRII flow cytometer (Becton Dickinson Immunocytometry systems, Mountain View, CA). Data collected on the LSRII were analyzed using FlowJo software (Tree Star, Inc, Ashland Oregon).

### Cell culture and generation of *MBOAT7-Deficient Hepatoma Cells*

Mycoplasma-tested hepatocellular carcinoma cells (Huh7) were cultured under standard conditions in Dulbecco-modified Eagle's minimum essential medium (D-MEM) (GIBCO, Life Technologies, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS, GIBCO), 1% l-glutamine, 1% penicillin-streptomycin and 1% nonessential amino acids in a 5% CO2-humidified chamber at 37°C. CRISPR-Cas9 genome editing was accomplished using methods previously described (Ran et al., 2013). MBOAT7 sgRNAs were designed by an online tool (https://www.benchling.com/) and cloned into the Lenti-CRISPER v2 vector (Addgene (Ran et al., 2013) with D10A nickase version of Cas9 (Cas9n)). Primers used in this study are listed in Supplementary Table X. *MBOAT7 KO* cell lines were generated following lentiviral transduction of the Lenti-CRISPER v2-Cas9 D10A- MBOAT7 sgRNA in Huh7 cells. *MBOAT7 KO* single cell clones were isolated and expanded following FACS sorting. *MBOAT7 KO* cells were validated by analyzing the expression of MBOAT7 by real-time PCR and Western blot. Primers used for gene editing are shown in the key resource table with the following primer names: *MBOAT7*-E5-Nick-5F, *MBOAT7*-E5-Nick-5R, *MBOAT7*-E5-Nick-3F, *MBOAT7*-E5-Nick-3R.

### Measurement of fatty acid oxidation rates in wild type and *MBOAT7Δ* Huh7 cells

Complete fatty acid oxidation to CO_2_ was measured using methods we have previously described (Brown et al., 2003). In brief control and *MBOAT7Δ* HUH7 cells were grown to a confluency of 70–80% in DMEM. Upon reaching confluence, one million cells were seeded for both WT-HUH7 and *MBOAT7Δ* (n = 3) for 24 hr. After 24 hr the medium was replaced with fresh serum free DMEM medium with 0.4 µci of [1-^14^C]-palmitic acid in 0.3% BSA/100 µM cold palmitate to each plate, and the plate was quickly placed in an airtight CO_2_ collection chamber (60 ml Nalgene jar with a fitted rubber stopper, and hanging center-well collection bucket containing What-man filter paper soaked with 50 μl benzothonium hydroxide). Substrate incubation was carried out with different time points (0 min, 30 min, 60 min and 120 min) at 37°C. Following each incubation, the reaction was terminated by the addition of 100 µL of 0.5 M H_2_SO_4_ to the cells using syringe injection. Liberation of [^14^C]-CO_2_ was allowed to proceed for an additional 30 min, and then the center-well collection bucket was cut out of the collection chamber and delivered to a liquid scintillation vial. Production of [^14^C]-CO_2_ from [^14^C]-palmitic acid was determined by liquid scintillation counter. Radiation count was normalized to amount of protein, as quantified by BCA assay (Pierce).

### Measurement of triacylglycerol and cholesterol ester hydrolysis rates in cells

Measurement of neutral lipid mobilization was accomplished using a pulse-chase approach essentially as described previously (Brasaemle et al., 2000). Both control and *MBOAT7Δ* Huh7 cells were grown till 80% confluent, one million cells were seeded in 6-well plates (WT-Huh7 and MBOAT7 KO, the next day fresh DMEM medium was added and the cells were incubated with 100 µM cold oleate complexed to bovine serum albumin + 1 µCi [^3^H]-cholesterol + 0.5 µCi [^14^C]-oleate for 24 hr. After 24 hr of pulse labeling-cells to reach steady state, cells were chased for different time points (0, 1 hr, 2 hr, 4 hr, 8 hr, 24, 48 hr) in media containing 6 µM triacsin C (from 1 mg/ml stock in Me_2_SO) without supplemental fatty acids to examine turnover without the re-esterification (triacsin C blocks acyl-CoA synthetase activity). Cells were rinsed with phosphate buffered saline and harvested by scraping at various times; lipids were extracted as previously described and separated by thin layer chromatography using hexane:diethyl ether:acetic acid (80:20:1) as a solvent system. Triacylglycerol (TAG) and cholesterol ester spots were scraped off the plate, and the incorporation of radioactivity into TAG was determined by liquid scintillation counter. Radiation count was normalized to amount of protein, as quantified by BCA assay (Pierce).

### Measurement of de novo Lipogenesis in Cells

Measurement of de novo lipogenesis rates was accomplished by tracing [^14^C]-acetate into [^14^C]-triacylglycerol essentially as described previously (Brasaemle et al., 2000). Confluent cells of both wild type and *MBOAT7Δ *Huh7 cells were maintained in DMEM medium, from these 1 million cells of both WT and *MBOAT7Δ* were seeded to 6-well plates for 12 hr, after 12 hr the medium was replaced by serum free DMEM. To measure triacylglycerol synthesis, without the complication of parallel triacylglycerol hydrolysis, cells were treated with lipase inhibitors of triacylglycerol and cholesterol ester such as diethyl-p-nitrophenyl phosphate (E-600, 500 µM) and diethylumelliferyl phosphate (DEUP, 0.35 µM) for 1 hr. After 1 hr of lipase inhibitor treatment, the cells were incubated with human recombinant insulin (100 nM) as a stimulator for de novo lipogenesis for 30 min. After 30 min of insulin stimulation, the cells were incubated with 1 µCi [^14^C]acetate and cells were harvested at various time points (30 min, 60 min, 120 min and 240 min) post substrate addition. From each time point cells were rinsed with PBS (twice), lipids were extracted as described above and separated by thin layer chromatography using using hexane:diethyl ether:acetic acid (80:20:1) as a solvent system. Triacylglycerol (TAG) spot was scraped off of the plate, and the incorporation of [^14^C]-acetate into [^14^C]-triacylglycerol was determined by liquid scintillation counter. Radiation count was normalized to amount of protein, as quantified by BCA assay (Pierce).

### Fluorescence microscopy

In preparation for fluorescence microscopy, 5 × 10^4^ cells of WT and *MBOAT7Δ* were plated onto 22 mm square glass coverslips in 4-well cell culture chamber slide containing growth media supplemented with 400 µM oleic acid. After 24 hr, medium was removed, washed with PBS (twice) and cells were fixed in 4% paraformaldehyde for 30 min. After 30 min of incubation, fixed cells were washed two times with PBS and then BODIPY (1 mg/mL) was added incubated for additional 30 min in dark. After incubation the cells were washed with PBS (twice) followed by mounting the slides with ProLong Gold antifade reagent with DAPI (4′,6- Diamidine-2′-phenylindole dihydrochloride). Images were acquired using a Leica DMIRB upright microscope (Leica Microsystems, GmbH, Wetzlar, Germany) equipped with a Retiga SRV camera and QCapture Pro software (QImaging, Surrey, BC, Canada).

### Western blot analysis

Microsome were isolated from single clones of *MBOAT7 Δ* and WT-HUH7 cells using microsome isolation kit from Abcam. Proteins were quantified from isolated microsome using BCA method, 30 μg of protein were loaded on SDA-PAGE gels, the expression of MBOAT7 is confirmed by using MBOAT7-rat primary antibody (1:1000) and anti-rat secondary antibody (1:5000).

### Statistical analysis

All experiments consisted of a minimum of three replicates and data are presented as mean ± SD. GraphPad Prism 8.1.1 was used for data analysis. Two‐way ANOVAs with Bonferroni's multiple comparison tests were used to determine significant differences (p-value<0.0002(***),<0.0001(****).

#### Statistical analysis

Human data analyses were performed using R 3.1.0 (Vienna, Austria) and p<0.05 was considered statistically significant. All mouse data were analyzed using either one-way or two-way analysis of variance (ANOVA) where appropriate, followed by either a Tukey’s or Student’s t tests for post hoc analysis. Differences were considered significant at p<0.05. All mouse data analyses were performed using Graphpad Prism 6 (La Jolla, CA) software.

## Data Availability

Dataset are available through NCBI: Accession numbers GSE138945, GSE138946, and GSE138947. The following datasets were generated: RobertN HelsleyVenkateshwariVaradharajanAmandaL BrownAnthonyD GromovskyRebeccaC SchugarIyappanRamachandiranKevinFungMohammadNasser KabbanyRakheeBanerjeeChaseNeumannChelseaFinneyPreetiPathakDannyOrabiLucasJ OsbornWilliamMasseyRenliangZhangAnaghaKadamBrianE SansburyCalvinPanJessicaSacksRichardG LeeRosanneM CrookeMarkJ GrahamMadeleineE LemieuxValentinGogoneaJohnP KirwanDanielaS AllendeMeteCivelekPaulL FoxLawrenceL RudelAldonsJ LusisMatthewSpiteJMark Brown2019Obesity-linked suppression of MBOAT7 promotes liver injuryNCBI Gene Expression OmnibusGSE138947 RobertN HelsleyVenkateshwariVaradharajanAmandaL BrownAnthonyD GromovskyRebeccaC SchugarIyappanRamachandiranKevinFungMohammadNasser KabbanyRakheeBanerjeeChaseNeumannChelseaFinneyPreetiPathakDannyOrabiLucasJ OsbornWilliamMasseyRenliangZhangAnaghaKadamBrianE SansburyCalvinPanJessicaSacksRichardG LeeRosanneM CrookeMarkJ GrahamMadeleineE LemieuxValentinGogoneaJohnP KirwanDanielaS AllendeMeteCivelekPaulL FoxLawrenceL RudelAldonsJ LusisMatthewSpiteJMark Brown2019MBOAT7's role in progression of Non-Alcoholic Fatty Liver Disease (NAFLD) and Non-Alcoholic Steatohepatitis (NASH)NCBI Gene Expression OmnibusGSE138945 RobertN HelsleyVenkateshwariVaradharajanAmandaL BrownAnthonyD GromovskyRebeccaC SchugarIyappanRamachandiranKevinFungMohammadNasser KabbanyRakheeBanerjeeChaseNeumannChelseaFinneyPreetiPathakDannyOrabiLucasJ OsbornWilliamMasseyRenliangZhangAnaghaKadamBrianE SansburyCalvinPanJessicaSacksRichardG LeeRosanneM CrookeMarkJ GrahamMadeleineE LemieuxValentinGogoneaJohnP KirwanDanielaS AllendeMeteCivelekPaulL FoxLawrenceL RudelAldonsJ LusisMatthewSpiteJMark Brown2019LPI's role in progression of Non-Alcoholic Fatty Liver Disease (NAFLD) and Non-Alcoholic Steatohepatitis (NASH)NCBI Gene Expression OmnibusGSE138946

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

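RNA sequencing compared the livers of 5 mice injected with saline and 5 injected with 18:0 LPI. The deposited table holds raw read counts for 24411 genes. In the authors' processing, 50 bp single-end reads were trimmed with Trim Galore (0.3.3), checked with FastQC (0.11.3) and aligned with STAR (2.5.2a) to mm10, and the gene counts of STAR were taken for each library. The methods paragraph describes the livers of ASO-treated mice, and the labels of the LPI libraries name the same tools. The paper's text does not name the edgeR test or the strand column of the counts. The table also holds 10 columns of another series, which were not used.

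Conditions were taken from the sample labels, and mice are numbered as in them, 1 to 5 for saline and 6 to 10 for 18:0 LPI. Each library was treated as 1 replicate, with no block, since no mouse number is shared between groups. Total counts ranged from 25049333 to 29813245 over the 10 libraries. Alb took the largest share of counts in every library, 6.51% to 10.1%. Within groups, the counts of the 20 pairs of libraries differed with a chi-square of 15.2 to 178 per degree of freedom, where counting error alone gives about 1, so no library is a copy of another of its group. Pairs across groups were not compared.

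Genes with at least 1 CPM in at least 1 of the 10 libraries were kept, which removed 12547 genes (51.4%) and left 11864. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main comparison was the edgeR quasi-likelihood test with upper quartile normalization and Benjamini-Hochberg adjustment, at an adjusted p of 0.05, alone or with an absolute log2 fold change over 1. The edgeR exact and likelihood ratio tests, the robust quasi-likelihood test, limma-voom with quality weights and the DESeq2 Wald test without independent filtering were run beside it. CPM values use upper quartile factors, and log2 CPM uses a prior count of 2. Principal components were computed from log2 CPM centred on each gene. Group differences of components, scores and single genes were compared by two-sided exact permutation tests, and the share of variance between groups by its rank over all divisions of the mice.

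In counts simulated with the depth and spread of a negative binomial model, the quasi-likelihood test was tested on 11755 genes. It recovered 77.3% of genes changed 1.5-fold, 92.4% of those changed 2-fold and 100% of those changed 4-fold, with 66 genes at each size, and called 9 unchanged genes. Each gene was drawn independently, without the variation that mice share across genes. These rates therefore check the code and do not give the power in the real livers.

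Gene lists of acute phase, immediate-early, qPCR, inflammatory, stellate cell and matrix, clock, glucocorticoid-responsive, gluconeogenesis, fatty acid oxidation, lipogenesis, cholesterol synthesis, bile acid, growth hormone and STAT5, ER stress, cell cycle, cell death, LPI and PI metabolism, xenobiotic and interferon-stimulated genes were fixed before the data were examined. So were markers of periportal and pericentral hepatocytes, macrophages, neutrophils, T and NK cells, B cells, sinusoidal endothelium, cholangiocytes, mesothelium, adipocytes and pancreatic acini. The published heat map and volcano plot had been seen by then. With 1 further list, whose result is left out of the text, there were 31 lists, of which 27 had at least 3 tested members and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Scores per mouse are means over a list of log2 CPM centred on each gene.

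Genes named in the text are those the paper names for this experiment or for LPI injection with Mboat7 and Tmc4, the 10 genes with the smallest p in each direction among those past the threshold, and the 2 members of each list with the smallest p. This gave 66 genes, of which 65 were tested and none came from the part on genes past the threshold. Other genes were named after their values were seen, and the text says so. Coordinates are those of the RefSeq annotation of GRCm38. GC content and transcript length came from the transcripts of GENCODE M21 for 11807 (99.5%) of the tested genes.

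The alternatives were other normalizations, tests, low count filters, prior counts, gene sets and scaling for the principal components, and each mouse left out in turn. Leaving out saline mice 2 and 3 together was added after seeing the data. Enrichment by DAVID and Ingenuity was not repeated, since their databases were not available, and qPCR values were not used here.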

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

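The tests of library size or composition on unscaled counts, of the share of macrophages, of an effect of 18:0 LPI on acute phase genes, of clock genes and of leaving out saline mice 2 and 3 were chosen only after the results were seen. The test of library size or composition took the place of one set beforehand on normalized values, whose median normalization itself holds near 0.

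Acute phase genes were high in saline mice 2 and 3, and the list was lower with 18:0 LPI (median log2 fold change -0.31), a list that also holds genes the paper does not discuss. Library size or composition is argued against as the cause, since in unscaled counts the median log2 ratio of all tested genes to the other 8 mice was -0.058 in saline mouse 2 and -0.092 in saline mouse 3 (SD over genes 0.43 and 0.52), while those of Saa1, Saa2 and Lcn2 were at least 1.73 and 3.99. A larger share of macrophages is argued against only as the source of these transcripts. Macrophage markers had median log2 ratios of 0.65 in both mice (SD over 15 markers 0.32 and 0.20), and all 15 were above 0. On average Cd5l was at 37.2 CPM, Clec4f at 32.6 CPM and C1qa at 21.2 CPM. Saa1, Saa2 and Lcn2 had log2 ratios of at least 1.75 in mouse 2 and 4.06 in mouse 3. The highest ratio of a single marker was 1.74 in mouse 2 and 1.05 in mouse 3. Whether macrophages raised these genes in other cells was not tested. An effect of 18:0 LPI stays open, since the score did not differ between the groups (exact permutation p = 0.381) and differed by 0.10 in the other direction without these mice (exact permutation p = 0.357, where 0.0179 is the smallest possible), and an acute phase response of these 2 mice to something other than the injection was not tested.

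Cholesterol synthesis genes were lower with 18:0 LPI (median log2 fold change -0.23). Saline mice 2 and 3 are argued against as the source, since without them 24 of 24 genes were lower (median -0.25, SD 0.11 over genes; camera adjusted p = 6.9e-20, and 0.196 with an estimated correlation). A trend with GC content and transcript length is argued against too, since the score kept 1.02 times its difference after the trend was removed. Order or hour of collection cannot be told apart from an effect of 18:0 LPI, because each group holds 1 run of mouse numbers, and the clock score does not settle it (difference 0.22, exact permutation p = 0.0159, adjusted p = 0.107 over 27 lists). Both explanations, and chance, stay open.

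Immediate-early genes were higher with 18:0 LPI (median log2 fold change 0.45). Without saline mice 2 and 3, 20 of 23 were higher (median 0.40; camera adjusted p = 5.0e-15, and 0.105 with an estimated correlation), which argues against these mice as the source. After removal of the trend with GC content and transcript length the score kept 0.925 of its difference. Order or hour of collection and an effect of 18:0 LPI stay open as for the cholesterol genes.

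Further lists, which the paper does not report on as lists, passed the camera test at its preset correlation and not at an estimated one. With 18:0 LPI, median log2 fold changes were 0.20 for stellate cell and matrix genes, 0.098 for clock genes, 0.43 for glucocorticoid-responsive genes, 0.20 for fatty acid oxidation genes, 0.23 for cell cycle genes, 0.13 for cell death genes and 0.18 for xenobiotic metabolism genes. They were -0.35 for Kupffer cell and macrophage markers, 0.35 for cholangiocyte markers and 0.38 for mesothelial markers. In all, 13 lists passed. Chance is not excluded for this count, since 30 of 100 divisions of the mice into groups of 5 gave at least 13 lists, and the highest of the others gave 18. The median of the others was 10 lists.

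In 6 of 130 groups of 5 mice, 1 mouse lay far from the others in a named gene, where 6.5 would by chance. In log2 CPM, these were Gdf15 at 2.50 in saline mouse 3 (lowest), Lcn2 at 2.86 in LPI mouse 10 (lowest), Junb at 3.83 in saline mouse 2 (highest), Msmo1 at 8.80 in saline mouse 5 (highest), Abcb4 at 8.33 in LPI mouse 10 (lowest) and Jchain at -0.17 in LPI mouse 6 (lowest). Among 54 groups of list scores, 1 did so, where 2.7 would by chance. It was the score of ER stress genes, at -0.27 in saline mouse 3 (lowest). The rule was Dixon's gap ratio (critical value 0.71), which looks for 1 outlier among 5 mice. It can miss 2 mice that lie apart together, and it did not flag saline mice 2 and 3 in Saa1. These counts therefore do not show that outlying mice were as rare as by chance.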

How the results depend on the processing

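Leaving out saline mice 2 and 3 was chosen after seeing the data, and the other alternatives before. The quasi-likelihood test gave 0 genes past the threshold under every normalization, filter and mouse left out. Of 1418 values of named genes under the alternatives, 1405 kept their direction and side of the threshold, 4 passed it and 9 changed direction. Of 644 list medians, 544 kept both, 58 no longer passed, 12 passed and 30 changed direction. Of 455 list scores, 437 kept both and 18 changed direction. Of 678 counts of list members, 72 moved by over 1.5 times or changed from or to 0. The share of variance between groups ranged from 11.0% to 19.0%. No paired analysis was possible because the groups share no mouse numbers (1 to 5 and 6 to 10). Where an alternative removed a gene or left a list with under 3 tested members, it has no value. At this depth, genes under 1 CPM in all libraries, such as Tnf, were left out. The cause of the changes below was not tested, beyond the fewer mice or genes of some alternatives.

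The edgeR exact and likelihood ratio tests each gave 5 genes (4 higher, 1 lower, 2 past 2-fold) and 33 list members adjusted over the list alone, and DESeq2 gave 5 genes (4 higher, 1 lower, 1 past 2-fold). With an estimated correlation 0 lists passed, and with fry 0. With 1 mouse left out, list members ranged from 5 (without LPI mouse 8) to 33 (without saline mouse 1), against 21 with all mice, and were 12 without LPI mouse 6. Without saline mice 2 and 3 they were 12, and the PC1 group difference was 3.26. The exact and likelihood ratio tests then each gave 5 genes (4 higher, 1 lower, 4 past 2-fold) and DESeq2 6 (6 higher, 3 past 2-fold). Principal components were fitted anew under each alternative, so their axes differ.

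Values whose direction changed follow, each a log2 fold change, the median of a list or a difference in score. With no filter, medians were 0.00070 for lipogenesis genes and -0.011 for adipocyte markers, and the score of inflammatory mediators differed by -0.035. The lipogenesis median was 0.0020 with 1 CPM in 5 libraries and 0.0038 with a median CPM above 1. Without saline mice 2 and 3, log2 fold changes were 0.45 for Saa1, 0.26 for Saa2, 0.24 for Lcn2, 0.076 for E2f8, 0.090 for Cd4, 0.079 for Stab2 and -0.014 for Lrrn4. Medians were then 0.069 for acute phase, -0.031 for gluconeogenesis, -0.00095 for bile acid, 0.017 for pericentral, 0.024 for sinusoidal endothelial and -0.025 for mesothelial genes. Scores then differed by 0.10 for acute phase, -0.077 for gluconeogenesis, -0.072 for fatty acid oxidation, -0.22 for lipogenesis, -0.0022 for interferon-stimulated, 0.0073 for pericentral, 0.080 for macrophage and -0.051 for mesothelial genes.

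With 1 mouse left out, log2 fold changes ranged from -0.25 to 0.013 for Itgax (higher without LPI mouse 10) and from -0.10 to 0.22 for Cela1 (lower without LPI mouse 10), and the PC2 group difference from -10.9 to 4.18. Medians ranged from -0.11 to 0.15 for lipogenesis, from -0.025 to 0.015 for bile acid, from -0.013 to 0.11 for gluconeogenesis, from -0.028 to 0.13 for interferon-stimulated, from -0.15 to 0.021 for sinusoidal endothelial, from -0.017 to 0.044 for periportal and from -0.020 to 0.17 for ER stress genes. Score differences ranged from -0.12 to 0.069 for sinusoidal endothelial, from -0.026 to 0.14 for gluconeogenesis, from -0.081 to 0.21 for lipogenesis and from -0.037 to 0.013 for bile acid genes.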

Differences from the paper's values

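The paper's first principal component holds about 81% of the variance (Figure 8—figure supplement 3A, read by eye), where 46.0% was found here. Of 15 alternatives set before the data were examined, 1 came within a factor of 1.5 of the paper's value, the use of the most variable genes alone, with 59.4%. The other 14 did not, and all 15 ranged from 32.2% to 59.4%.

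The paper's volcano plot marks about 13 genes past an FDR of 0.05 (Figure 8—figure supplement 3C, read by eye), where the quasi-likelihood test gave 0. All 21 alternatives set before the data were examined differ from the paper, with 0 to 5 genes. The most, 5, came from the edgeR exact test, the edgeR likelihood ratio test and DESeq2. Leaving out saline mice 2 and 3, chosen after seeing the values, gave 6 genes with DESeq2.

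The paper states that Saa1, Saa2, Gdf15, Ly6d, Lcn2 and Socs2 were altered by 18:0 LPI. Here, their log2 fold changes were -3.41, -4.03, 1.24, 1.30, -2.28 and -1.49, and none passed an adjusted p of 0.05 under any alternative run. The paper states that injection groups clustered in the principal component analysis. Here, 13.6% of the variance lay between the groups (exact permutation p = 0.246). For the inflammatory and fibrotic genes that the paper states were not significantly altered in chow-fed mice, none of the 6 tested passed here. The quasi-likelihood test passed 0 of 11864 genes of any kind, so this result does not bear on the paper's statement.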

Other observations

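Some gene groups not described above also had a direction. Of 21 cell cycle genes, 18 were higher with 18:0 LPI (median log2 fold change 0.23, camera adjusted p = 9.3e-04, or adjusted p = 0.398 with an estimated correlation), with E2f1 at 0.30 and E2f8, a repressor of the cell cycle, at -0.93 (0.076 without saline mice 2 and 3). Of 20 cell death genes, 14 were higher (median 0.13, camera adjusted p = 0.0032, or adjusted p = 0.355 with an estimated correlation; score exact permutation p = 0.0159, adjusted p = 0.107). None of them passed over all genes, and 4 passed when adjusted over the list alone. These were Bmf, a pro-apoptotic BH3-only protein, Casp9 and Bcl2l1, higher, and Casp8, lower, of which Casp9 and Bcl2l1 were named after their values were seen. That count was 3 without saline mouse 4 or 5, 1 without LPI mouse 10, and 0 without any other mouse, and the list did not pass camera without LPI mouse 9 (median 0.044). Cholangiocyte markers were higher in 6 of 7 cases (median 0.35, camera adjusted p = 0.0464, or adjusted p = 0.398 with an estimated correlation), with Krt7 at 0.63 and Krt19 at 0.47. Mesothelial markers were higher in 6 of 6 cases (median 0.38, camera adjusted p = 0.0320, or adjusted p = 0.551 with an estimated correlation), with Msln at 0.64 and Lrrn4 at 0.47, and their score was lowest in saline mouse 3, at -2.58. The cholangiocyte list did not pass without saline mouse 5 (median 0.29) or LPI mouse 6, 7, 9 or 10 (medians 0.29, 0.34, 0.30 and 0.37). The mesothelial list did not pass without saline mouse 3 or 5 (medians 0.16 and 0.31) or LPI mouse 6, 7 or 8 (medians 0.36, 0.41 and 0.14). Its median was -0.025 without saline mice 2 and 3, where Lrrn4 was at -0.014.

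Other lists did not pass the camera test with all mice. Of 16 growth hormone and STAT5 genes, 11 were lower (median -0.17, adjusted p = 0.137), with Onecut1 and Socs2 lowest. Of 28 ER stress genes, 18 were higher (median 0.085, adjusted p = 0.470), while Atf4, a transcription factor of the integrated stress response, was at -0.33 with all 5 LPI mice below every saline mouse (exact permutation p = 0.00794, the smallest possible; adjusted p = 0.0737 over 65 named genes; quasi-likelihood adjusted p = 0.504 over all genes). Atf4 was itself named for its small p within this list, so its adjusted p over the named genes is too lenient. Of 13 gluconeogenesis genes, 9 were higher (median 0.022, adjusted p = 0.889). Sik1, a kinase that restrains gluconeogenesis, was at -0.49 and alone passed when adjusted over the list alone, though not without saline mouse 4 or LPI mouse 6. Irs2 was at -0.25. Of 23 lipogenesis genes, 11 were higher and 12 lower (median -0.0080, mean 0.032, adjusted p = 0.804), with Lpin1 at 0.59 and Dgat2 at 0.087. LPI mouse 9 had 134 CPM of Lpin1 and the other LPI mice 39.2 to 61.0 CPM. Of 20 bile acid genes, 11 were higher (median 0.0042, mean -0.018, adjusted p = 0.969), with Slc10a1 at -0.12 and Abcb4 at 0.12. Of 16 LPI and PI metabolism genes, 11 were higher (median 0.037, adjusted p = 0.477), with Lpcat3 at 0.16 and Cds2 at 0.12. Of 28 interferon-stimulated genes, 18 were higher (median 0.042, adjusted p = 0.272), with Ifit1 at 0.36 and Rsad2 at 0.40. Periportal markers had a median of 0.017 (6 of 11 higher, adjusted p = 0.889), with Cps1 at -0.26 and Igfals at -0.24. Pericentral markers had a median of -0.079 (7 of 12 lower, adjusted p = 0.376), with Lgr5 at -0.36 and Lect2 at 0.11. Sinusoidal endothelial markers had a median of -0.029 (8 of 13 lower, adjusted p = 0.969, with a camera direction of higher), with Lyve1 at 0.21 and Stab2 at -0.14 (0.079 without saline mice 2 and 3). Adipocyte markers had a median of 0.15 (4 of 6 higher, adjusted p = 0.522), with Cidec at 0.67 and Lep at -0.27. LPI mouse 9 had 14.5 CPM of Cidec and the other LPI mice 2.96 to 6.17 CPM. In 4 lists only 1 member was tested: Csf3r of neutrophils at -0.52, Cd4 of T cells at -0.90 (0.090 without saline mice 2 and 3), Jchain of B cells at -0.25 and Cela1 of pancreatic acini at 0.071. In the other lists, Tef, a clock output gene, was at 0.34, Nr1i2, the pregnane X receptor, at 0.19 and Ephx1 at 0.37. By fry, 0 lists passed in 1 direction, and 3 passed in either direction, the immediate-early (adjusted p = 0.0069), cholesterol (adjusted p = 0.0304) and cell death genes (adjusted p = 0.0494). With 1 mouse left out, some of these lists passed. They were the growth hormone and interferon lists without saline mouse 4 (medians -0.14 and 0.13) or LPI mouse 10 (medians -0.24 and 0.11), the ER stress list without LPI mouse 8 (median 0.17), and the lipogenesis and sinusoidal lists without saline mouse 1 (medians 0.15 and -0.15). The lipogenesis list passed as lower without saline mice 2 and 3 (median -0.16). All these calls were at the preset correlation. With an estimated one, 0 lists passed with all mice. Some genes belong to more than 1 list, such as Per1, Angptl4 and Lpin1.

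The real grouping was compared with 100 of the 126 divisions of the mice into groups of 5, itself included. The quasi-likelihood test gave 0 genes for the real grouping and at most 27 for another. Every division must equal or exceed a count of 0, so this comparison decides nothing. Chance is not excluded for the 1008 genes of the quasi-likelihood test at an unadjusted p under 0.05, since 16 divisions gave as many and the highest of the others gave 2666. Nor is it for the 5 genes of the exact test, where 19 divisions gave as many and the highest other gave 345, nor for the 5 of the likelihood ratio test, where 19 did and the highest other gave 360. For the 21 list members that passed when adjusted over the list alone, 12 divisions gave as many and the highest other gave 66. Some divisions thus call many times more genes than the real one, though the median of the others was 0 by the exact test. With saline mice 2 and 3 in different groups, no division drawn gave more than 3 genes by the exact test. At an unadjusted p under 0.05, none of those gave more than 510 by the quasi-likelihood test. The high counts came only where these 2 mice shared a group, as they do in the real grouping.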
